# Absence of Batf3 reveals a new dimension of cell state heterogeneity within conventional dendritic cells

**DOI:** 10.1016/j.isci.2021.102402

**Published:** 2021-04-15

**Authors:** Samuel W. Lukowski, Inga Rødahl, Samuel Kelly, Meihua Yu, James Gotley, Chenhao Zhou, Susan Millard, Stacey B. Andersen, Angelika N. Christ, Gabrielle Belz, Ian H. Frazer, Janin Chandra

**Keywords:** Immunology, Cell Biology, Transcriptomics

## Abstract

Conventional dendritic cells (cDCs) are traditionally subdivided into cDC1 and cDC2 lineages. Batf3 is a cDC1-required transcription factor, and we observed that *Batf3*−/− mice harbor a population of cDC1-like cells co-expressing cDC2-associated surface molecules. Using single-cell RNA sequencing with integrated cell surface protein expression (CITE-seq), we found that *Batf3*−/− mitotic immature cDC1-like cells showed reduced expression of cDC1 features and increased levels of cDC2 features. In wild type, we also observed a proportion of mature cDC1 cells expressing surface features characteristic to cDC2 and found that overall cDC cell state heterogeneity was mainly driven by developmental stage, proliferation, and maturity. We detected population diversity within *Sirpa*+ cDC2 cells, including a *Cd33*+ cell state expressing high levels of *Sox4* and lineage-mixed features characteristic to cDC1, cDC2, pDCs, and monocytes. In conclusion, these data suggest that multiple cDC cell states can co-express lineage-overlapping features, revealing a level of previously unappreciated cDC plasticity.

## Highlights

• Single-cell proteogenomics identifies additional layers of DC heterogeneity
• cDC diversity is driven by proliferation, developmental stage, and maturation
• Lack of *Batf3* increases cDCs with lineage-mixed features
• Sox4+ cDCs represent a cell state of lineage-mixed features

## Introduction

Conventional dendritic cells (cDCs) play a central role in bridging innate and adaptive immune responses due to their specialization in antigen presentation and activation of T cells. The current terminology distinguishes cDC1 and cDC2 lineages based on differential ontogeny, expression of surface features, requirement for transcription factors, and function. cDC1 cells are highly specialized in cross-presentation and activation of cytotoxic T cells, whereas cDC2 cells are primarily driving helper T responses (Wculek et al., 2020).

The development of cDCs from precursor CD34+ cells is driven by specific transcription factors shared between mouse and human (Schultze et al., 2019), and cDC subtype divergence is largely driven by interferon-regulatory factors 4 and 8 (IRF4/IRF8) (Murphy et al., 2016; Seillet and Belz, 2013). cDC1 in mice express CD8a and/or CD103, and CD141 in humans. Across species, cDC1 are classified as IRF8+ or Batf3-dependent cDCs, and cDC1 development and maintenance depends on transcription factors IRF8, ID2, and Batf3. While IRF8 and ID2 are indispensable for lineage commitment, Batf3 is required for sustained IRF8 autoactivation and subsequently for the maintenance of cDC1 (Seillet et al., 2013; Grajales-Reyes et al., 2015). Function-conveying features of cDC1 are XCR1 and CLEC9A. cDC2 in mice are CD11b+ CD172a+, and CD4+ when residing in lymphoid tissues, whereas in humans, cDC2 express CD1c. Across species, cDC2 are classified as IRF4+ or Batf3-independent, and in human and mice, transcription factors driving cDC2 commitment include IRF4, NOTCH2, Rbp-J, and KLF4. In addition, our understanding of cDC2 heterogeneity is steadily increasing.

Recent advances in high-dimensional single-cell technologies have challenged the canonical cDC classification. Several groups utilizing single-cell omics technologies described unprecedented heterogeneity within cDCs in both humans and mice. The current consensus is that cDC1 are relatively homogeneous, but cDC2 are heterogeneous in phenotype and function (Brown et al., 2019; Villani et al., 2017). Recently, cDC2 were shown to comprise functionally distinct subpopulations expressing either TBET or RORGT, transcription factors commonly associated with T cells and innate lymphoid cells (Brown et al., 2019). Additionally, transitional dendritic cells (DCs) and DC3 have been described in both mouse and human, which share monocyte features and are efficient antigen presenters (Leylek et al., 2019). Single-cell RNA sequencing (scRNA-seq) analysis of cDCs has enabled the identification of subpopulation-specific gene signatures and advanced our understanding of cDC heterogeneity. Despite this, accurate cDC2 classification remains unresolved due to the reduced ability to detect expression of cDC2-characteristic transcripts such as *Itgam* (CD11b), *Cd4,* and *Irf4* (Stoeckius et al., 2017).

We previously reported that the acquisition of a cDC1 phenotype and function depends on Batf3 and that in the absence of Batf3, a residual population of CD8+ cDCs co-expresses surface molecules characteristic to both cDC1 and cDC2 lineages (Chandra et al., 2017). Consequently, we sought here to explore cell state plasticity of cDCs in steady state and in the absence of Batf3 using multiple single-cell technologies including conventional and imaging flow cytometry, and scRNA-seq with integrated cell surface protein expression. This enabled us to identify cDC cell states co-expressing mixed cDC phenotypic and transcriptomic signatures. We identified MHCII+ CD11c+ cells expressing both CD11b and CD8a in steady state, which were increased in *Batf3*−/− mice. We demonstrate that mature classical cDC1 cells are nearly absent in *Batf3*−/− mice, and that a population of mitotic cDC1-like cells remained immature and likely non-functional due to diminished expression of the classical cDC1 markers *Tlr3*, *Xcr1,* and *Clec9a*. This population further expressed increasing levels of cDC2 genes, which supports the notion by others of a possible phenotypic plasticity between different DC subtypes (Grajales-Reyes et al., 2015; Lau et al., 2018). Our data further revealed a population of *Sirpa*+ *Sox4*+ *Cd33*+ cDCs expressing lineage-mixed features of cDC1, cDC2, pDCs, pre-DCs, and monocytes in both wild-type (WT) and *Batf3*−/− mice. cDCs with lineage-mixed phenotypes have recently caught attention in multiple other studies in both human and mice (Brown et al., 2019; Leylek et al., 2019; Bosteels et al., 2020; Bourdely et al., 2020; Cytlak et al., 2020). The *Sirpa*+ *Sox4*+ *Cd33*+ cDCs lineage-mixed cell state we describe here lacks expression of toll-like receptor (TLR) genes and genes indicating cDC1 functions, whereas it expresses the highest levels of *Lag3* among cDCs. Our data further demonstrate differential expression of co-inhibitory molecules across different cDC cell states, which may assist cDC cell state-specific target prioritization for checkpoint inhibition.

## Results

### Identification of cDCs that express both cDC1- and cDC2-characteristic surface features

Batf3 is required for continued autoactivation of IRF8 in cDC precursors, allowing commitment of these cells to the cDC1 lineage (Grajales-Reyes et al., 2015). However, this commitment can also be achieved in the absence of Batf3 by infection-associated induction of IL-12, which promotes expression of Batf, enabling cDC1 development in *Batf3*−/− mice (Tussiwand et al., 2012). It is therefore not surprising that cDC1 development in *Batf3*−/− animals can vary with the health of the studied animals (Mott et al., 2015). Using a multiparameter flow cytometry approach, we previously established that *Batf3*−/− mice harbor a residual population of CD8+ cDC cells which co-express increasing levels of cDC2-characteristic surface molecules CD11b, CD172a, and CD4, but lack IRF8 (Chandra et al., 2017). However, technical artifacts in conventional flow cytometry might explain this finding. Therefore we used imaging flow cytometry to confirm the existence of cDCs that express both cDC1- and cDC2-characteristic surface features. T- and B cell-depleted splenocytes were used to initially identify CD11c+ MHCII+ cDCs (Figure S1), which were subsequently analyzed for surface expression of CD11b and CD8. Classical cDC1 and cDC2 were identified as single positive for CD8 or CD11b, respectively (Figures 1A and S1). We further identified lineage-intermediate (lin-int) cDCs co-expressing CD8 and CD11b on the cell surface in both WT and *Batf3*−/− mice. We compared the expression level of CD8 and CD11b between lineage-intermediate DCs, cDC1 and cDC2 and found that WT and *Batf3*−/− lineage-intermediate cDCs expressed significantly more CD8 when compared with CD8− cDC2, but less than CD8+ cDC1 (Figure 1B). Similarly, lineage-intermediate DCs expressed significantly more CD11b when compared with CD11b− cDC1, and less when compared with CD11b+ cDC2 (Figure 1B). These CD8+ CD11b+ cDCs comprised a higher abundance in *Batf3−/−* animals than in wild-type animals (Figure 1C).

**Figure 1:**
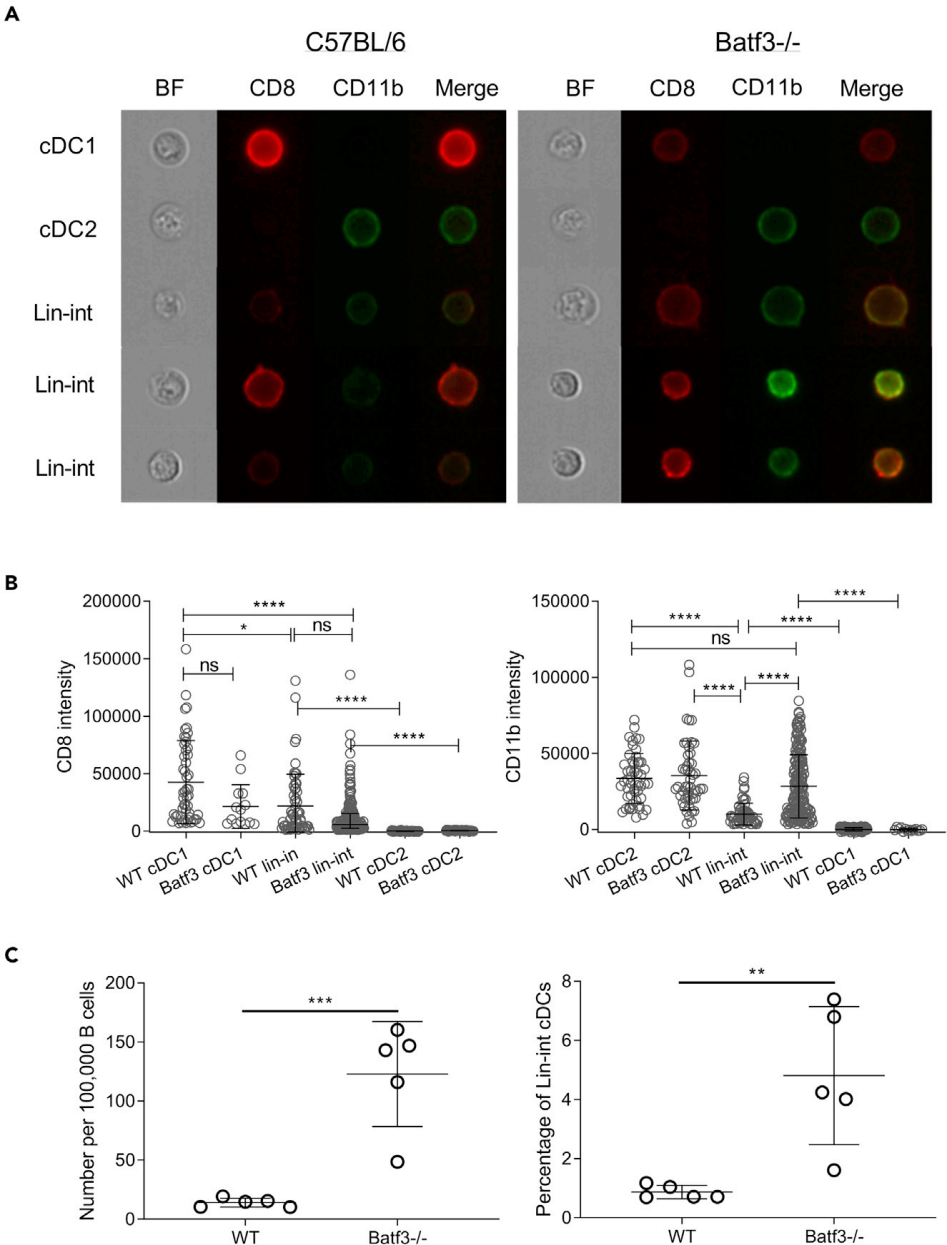
Absence of *Batf3* leads to enrichment of lineage-intermediate cDCs (A and B) MHCII+ CD11c+ splenic cDCs of C57BL/6 WT and *Batf3−/−* mice were assessed for expression of CD8 and CD11b by imaging flow cytometry. (A) Pre-gated to MHCII+ CD11c+ cells, cDC1 cells were identified as CD8+CD11b−, cDC2 cells as CD8−CD11b+, and lineage-intermediate cDCs as CD8+CD11b+ (Figure S1). BF, brightfield; merge, overlay of CD8 and CD11b. (B) Intensities of CD8 and CD11b was compared between C57BL/6 WT and *Batf3−/−* cDC lineages. Each data point represents an individual cell with mean and interquartile range indicated. (C) cDCs in splenocytes of C57BL/6 WT and Batf3-/- mice (n=5) were immunoprofiled using conventional flow cytometry. The number of CD8+CD11b+ cDCs per 100,000 B cells was compared. Statistical significance was determined using one-way ANOVA followed by Tukey's multiple comparison test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. Shown is one of two independent experiments. See also Figure S1.

### Cell state plasticity of splenic cDCs is driven by ontogeny, cell cycle, and maturation

Of note, our previous data indicated that CD8+ CD11b+ cDCs demonstrated a continuum of CD8 and CD11b expression (Chandra et al., 2017) suggesting that these cells do not represent a committed cell lineage, but more likely demonstrate cell state plasticity. To uncover the transcriptional basis of this phenomenon, we carried out microfluidic droplet-based scRNA-seq of purified splenic cDCs in combination with barcoded cDC-specific antibodies, referred to as cellular indexing of transcripts and epitopes by sequencing (CITE-seq) (Stoeckius et al., 2017). 

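CITE-seq reads the transcripts of single cells together with barcodes on antibodies bound to their surface. The antibody reads are called antibody-derived tags (adt). CD11c+ MHCII+ cells sorted from the pooled spleens of 6 C57BL/6 (WT) mice gave 1 library, and those of 6 Batf3−/− mice gave another. The experiment was performed once, so n = 1 library per genotype and there is no biological replicate. For this reason no test was made between genotypes and no number of changed genes is given. The authors aligned the reads to the mouse genome GRCm38 and evened the sequencing depth of the libraries. They then kept cells with 500 to 5000 genes, at most 20% of unique molecular identifiers (UMIs) on mitochondrial genes and at most 50% on ribosomal genes. The deposited raw tables hold UMIs for each gene and for 11 antibodies. The WT table holds 12224 cells and 122530055 UMIs, with a median of 8374.5 UMIs per cell (range 753 to 37040) and 2433 genes. The Batf3−/− table holds 12119 cells and 114517073 UMIs, with a median of 8516 UMIs per cell (range 741 to 32835) and 2465 genes. Over both libraries the median was 2452 genes per cell. Each of the 24343 cells passed the stated filters again when these were recomputed. Median adt counts per cell were 533 in WT and 469 in Batf3−/− cells. The authors' cluster numbers, cell type labels and cell cycle phases are deposited per cell and were used as they are. Gene levels were computed here by summing the raw UMIs of a gene over the cells of a cluster. They are given per 1000000 of all UMIs of those cells (CPM), with exact Poisson 95% intervals. Shares of cells carry exact Clopper-Pearson 95% intervals. Levels are pooled over both libraries unless a genotype is named. These intervals cover counting error only: they do not cover differences between mice, pools or libraries. Ratios between genotypes are log2 ratios of CPM, Batf3−/− over WT, with an exact 95% interval conditional on the summed UMIs. For shares of cells with a UMI, each cell was also thinned at random to 1000 UMIs, which left out 70 cells with fewer. Clusters were built from the same transcripts that are compared between them, so a cluster's level of its own defining genes describes it and is no independent evidence; the adt were not used to build clusters. A cluster made mostly of cells of 1 library may also reflect that library.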

After T and B cell depletion, cDCs were sorted to purity as live singlet CD11c+ MHCII+ cells (Figure S2). We sequenced RNA from 13,943 WT and 13,750 *Batf3*−/− cDCs and obtained ∼30,000 reads per cell, from a median number of 2,352 genes per cell. After pre-processing and quality control, the data from 12,224 WT and 12,119 *Batf3*−/− cells underwent log normalization and uniform manifold approximation and projection (UMAP) dimensionality reduction.

Unbiased graph clustering using the Seurat pipeline (Butler et al., 2018) at a default resolution of 0.5 identified 20 clusters (C) of the sorted CD11c+ MHCII+ cells (Figure 2A). 

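Batf3, the gene targeted in the mutant, lies on chromosome 1 of GRCm38 from 191097847 to 191108945; the files list genes by symbol. It was measured first, as a check of the library labels. In the WT library 25257 UMIs of Batf3 were counted, a level of 206 CPM (95% interval 204 to 209). The Batf3−/− library held 285, or 2.49 CPM (2.208 to 2.795). The level was lower in Batf3−/− cells in 20 of 20 clusters, though C17 and C18 hold 1 and 2 Batf3−/− cells and C19 had 1 UMI in WT and none in the mutant. In C0, with the most cells, it was 180.5 CPM in WT and 1.65 in Batf3−/− cells, and in C6 it was 288 and 0.446. Of the remaining UMIs in the mutant, 159 were in C1, where the level was 11.6 CPM (9.86 to 13.5) against 297 in WT. They were spread over 145 of 1845 cells, with at most 3 UMIs in 1 cell.

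**Figure D1:**
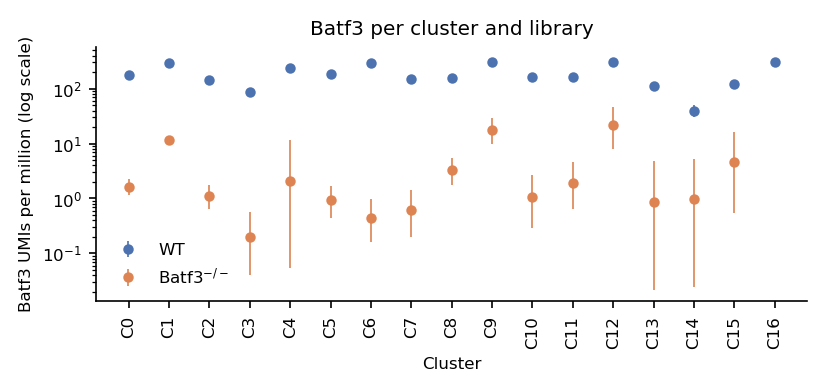
Batf3 level in clusters C0 to C16, in UMIs per 1000000 of the cluster's UMIs on a log scale, for the WT and the Batf3−/− library; lines show exact Poisson 95% intervals, and C16 of the mutant, with 0 UMIs, has no point. WT levels lie above Batf3−/− levels in each of these clusters, with C1 at 297 and 11.6 CPM.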

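C4 held 2202 WT and 31 Batf3−/− cells, 18.0% (95% interval 17.3 to 18.7) of the WT library and 0.256% (0.174 to 0.363) of the Batf3−/− library. C12 held 394 and 31 cells, or 3.22% and 0.256%. For C17 the numbers were 90 and 1, and for C18 they were 76 and 2. WT cells made up 98.6% of C4, 92.7% of C12, 98.9% of C17 and 97.4% of C18. Among the other clusters, C15 had the highest WT share, 73.6%, and C1 the lowest, 28.1%. C1 rose from 5.90% of WT cells (5.49 to 6.33) to 15.2% of Batf3−/− cells (14.6 to 15.9), C2 from 7.71% to 12.5%. C0 was 25.98% and 24.4%. With the cells of C4, C6, C12, C17 and C18 left out of both totals, the share of C1 was 8.32% in WT and 16.3% in Batf3−/− cells, and that of C0 was 36.7% and 26.1%. Leaving out cells called as doublets moved the WT share of C4 most, to 16.8%; the calling rate was chosen after the calls had been seen.

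**Figure D2:**
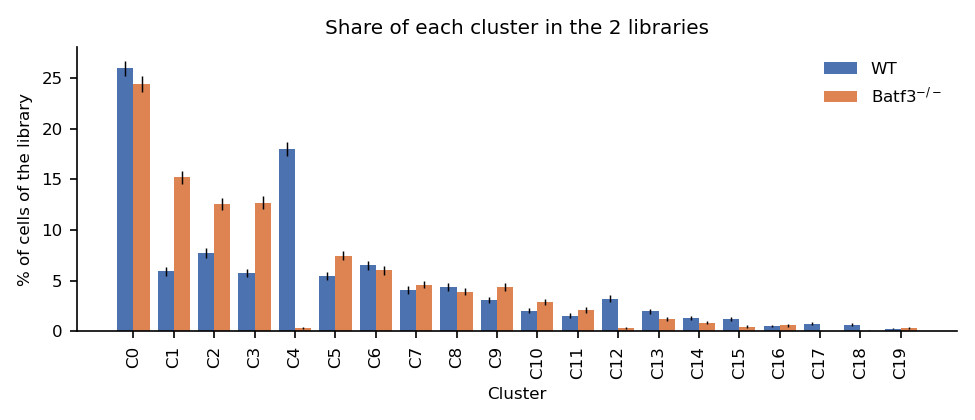
Share of the cells of each library in each of the 20 clusters, in percent, for WT and Batf3−/− cells (bars); lines show exact Clopper-Pearson 95% intervals, which cover counting error only. C4, C12, C17 and C18 lie far lower in the Batf3−/− library, and C1 and C3 lie higher.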

To determine the differences between WT and *Batf3−/−* cells, composition analysis by genotype was undertaken, and showed that C4, C12, C17 and C18 were almost exclusively represented by WT, whereas no *Batf3−/−*-specific cluster was found (Figure 2B). We analyzed differentially expressed genes (DEGs) between the WT and *Batf3−/−* genotypes for each cluster. 

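The log2 ratio of Batf3−/− over WT CPM was computed for each gene within each cluster, and its spread over genes is given here in place of a test. In C0, 2668 genes had a mean of at least 50 CPM, and 5% to 95% of them lay between -0.23 and 0.20. The same range was -0.18 to 0.19 in C3 and -0.32 to 0.27 in C1. It was -0.53 to 0.54 in C6 and -0.62 to 0.73 in C4, where 31 Batf3−/− cells also add counting noise. Over the pooled Sirpa+ clusters C0 to C3, C5, C7, C8, C10 and C11, of which C0 is the largest, the range was -0.28 to 0.20. Among genes of that pool with a mean of at least 50 CPM, the lowest ratios besides Batf3 were Glrx at -0.93 and Efhd2 at -0.89. The highest were Anxa3 at 1.22, Fscn1 at 1.12 and Cd63 at 0.97; C1 forms a larger part of the pool in the mutant. Table S1 lists 101 genes for C6, 38 for C4 and 12 for C12, and each of these 151 had a CPM ratio in the listed direction. The table's genes were chosen on these cells, so this tally is no independent evidence. Outside C4, C6 and C12 the table lists genes for 13 clusters, with Batf3 alone in 9 of them. It also lists other genes, among them Cst3 in C9 at a log2 ratio of −0.79, Ifi204 in C10 at 3.95 with 7 and 166 UMIs, and Naaa in C15 at −2.30. Ifi204 lies 17.3 Mb from Batf3 on chromosome 1.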

The majority of clusters comprised similar numbers of cells from both genotypes and, with the exception of C4, C6, and C12, revealed only *Batf3* as a DEG (Table S1). Given the overall similarity of the WT and the *Batf3*−/− clusters, we proceeded to annotate cluster identities from the combined dataset.

**Figure 2:**
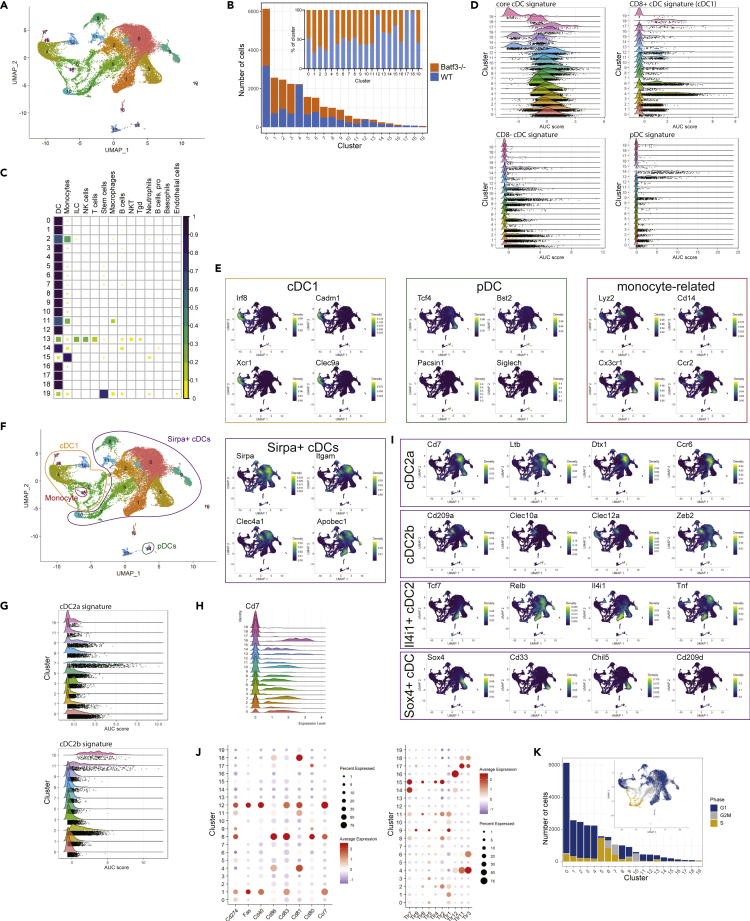
Splenic cDC compartment consists of heterogeneous cell states of cDC1 and cDC2 Sorted MHCII+ CD11c+ splenic DCs of C57BL/6 and *Batf3*−/− mice (see Figure S2) were incubated with Total-Seq antibodies and sequenced using the 10X Genomics droplet-based sequencing platform. Application of the Seurat pipeline resulted in 20 clusters at resolution 0.5. (A) UMAP depicting clusters based on Louvain algorithm using the FindNeighbors function in Seurat. (B) Proportion and number of cells assigned to WT and *Batf3−/−* genotypes. (C) SingleR prediction of clusters using the ImmGen database-identified DC clusters and non-DC contaminations. (D) Gene set enrichment analysis (GSEA) using DC gene signatures from (Miller et al., 2012) and the AUCell package (see Table S2). (E) Density plots of key canonical DC and monocyte-delineating features using the Nebulosa package (Jose Alquicira-Hernandez, 2020). (F) Definition of cluster groups for cDC1, *Sirpa*+ DCs, pDCs, and monocytes. (G) GSEA of *Sirpa*+ DC clusters and monocytes (C15) using cDC2a and cDC2b gene signatures from Brown et al. (2019) and the AUCell package (see Table S2). (H) Ridgeplot of *Cd7* expression. (I) Density plots of key genes delineating *Sirpa*+ cDC clusters using the Nebulosa package. (J) Expression of maturation-associated and TLR genes. (K) Distribution and proportion of cells assigned to cell cycle phases based on the expression of gene signatures of the G1, S, and G2/M phases (see Table S5). See also Table 1, Figures S3 and S4, Tables S1, S3, and S4.

Using SingleR (Aran et al., 2019) and the integrated Immunological Genome Project (ImmGen) data (Heng et al., 2008; Miller et al., 2012) to compare the single-cell transcriptional features with immune cell expression profiles, C13 were predicted to be NK/NKT/ILC/T cells, C15 to be monocytes, C19 to be stem cells, and the remaining 17 clusters to be DCs (Figure 2C). Of note, C2 and C11 were predicted to be DCs with high confidence, but were also moderately enriched with a monocyte signature. 

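The labels SingleR gave to single cells, as deposited, were counted per cluster. In C2, 64.7% of 2462 cells were labeled DC and 35.1% monocytes. C11 was 67.4% DC, 21.9% monocytes and 10.7% macrophages. Monocytes made up 88.8% of C15, and 70.8% of C19 were stem cells. C13 was divided among ILC (22.2%), NK cells (21.2%), DC (20.4%), T cells (19.4%) and NKT cells (7.49%). C14 was 88.2% DC. In each of the other DC clusters at least 98.9% of cells were labeled DC.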

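Klrb1a and Cd3e mark NK and T cells. In C13 Klrb1a was at 51.1 (95% interval 42.9 to 60.4) CPM and Cd3e at 89.96 (95% interval 79.0 to 102). Elsewhere the highest level of Klrb1a was 0.720 CPM in C2. Cd3e reached 4.11 CPM in C9 and 2.14 in C1.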

With the exception of the C13 cluster, no gene expression of *Klrb1a*, *Cd19,* or *Cd3e* was detected, demonstrating the absence of NK, B and T cells within the DC clusters (Figure S3A). All DC clusters expressed MHC class II genes and *Itgax* (CD11c) (Figure S3B). 

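H2-Aa was at 8216 CPM in C0, 12308 in C2 and 10724 in C3. Itgax was at 253, 239 and 199 CPM in these clusters and at 154 in C4.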

Using the DC lineage-specific cell signatures published by the Immgen group (Miller et al., 2012) (Table S2), we tested each cluster for enrichment of signatures of core cDCs, CD8+ cDCs (cDC1), CD8− cDCs, and pDCs using the *AUCell* package (Aibar et al., 2017). 

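Each cell was scored for a gene set by the area under the recovery curve (AUC) over its top 888 genes, 5% of those in the files, with ties in a seeded random order. Of the core DC set, 39 of 41 genes were in the files. Mean core DC scores were lowest in C19 (0.0458), C13 (0.102) and C15 (0.107). Next came C18 at 0.147, C6 at 0.156 and C14 at 0.163; C0 was at 0.208.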

Consistent with the SingleR analysis, C13, C15, and C19 were not enriched for a core cDC signature, whereas all other clusters aligned (Figure 2D). Cells of C14 displayed the highest pDC area under curve (AUC) score. C4, C6, C12, C17, and C18 had the highest cDC1 AUC scores. 

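Mean pDC score was 0.0482 in C14, from 69 of 86 listed genes, and 0.0192 in C13, the next highest. For the cDC1 set, 22 of 26 genes were in the files. Mean scores were 0.0918 in C4, 0.0748 in C17, 0.0741 in C18, 0.0567 in C6 and 0.0294 in C12. Thinning every cell to 1000 UMIs before ranking left these ranks as they were.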

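The CD8− set has 18 genes, of which 15 were in the files. Mean scores were highest in C15 (0.0770), followed by C2 (0.0600), C9 (0.0576) and C11 (0.0532).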

Of note, the Immgen CD8− cDC signature only partially aligned with the remaining DC clusters and was enriched in the monocyte cluster C15, indicating that this signature is not cDC2 specific. However, this was expected with respect to our current knowledge of heterogeneity within CD8− cDCs.

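Bst2 was at 3874 CPM and Pacsin1 at 196 CPM in C14. Irf8 was at 2974 CPM in C14, 1963 in C4 and 1454 in C6. Lyz2 was at 13652 CPM in C15. Cd209a, Clec10a and Clec12a were at 575, 78.8 and 124 CPM in C2. Dtx1 was at 229.8 CPM in C0.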

Expression analysis of key canonical DC and monocyte genes further supported the identity of pDCs, cDC1, cDC2, and monocytes (Figure 2E). 

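Sirpa was at 227 CPM in C0, 258 in C2, 389.6 in C11 and 149 in C3. The cDC1 clusters C4, C6 and C12 were at 16.6, 17.0 and 42.5 CPM. It was also read in C14 (103 CPM) and C15 (272 CPM).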

Expression of *Sirpa*, traditionally associated with a cDC2 phenotype, was the most reliable identifier of a non-cDC1 cDC2 phenotype (Figure 2E). Based on these analyses, we broadly subgrouped DC clusters into cDC1, *Sirpa*+ DCs and pDCs (Figure 2F).

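Cd14 was at 30.6 CPM in C11, 16.4 in C8, 13.7 in C2 and 11.5 in C3, against 33.5 in C15 and 0.938 in C0. Ccr2 was at 157 CPM in C2, 153 in C3 and 151 in C11, against 268 in C15 and 2.11 in C0. C6 was at 115 CPM of Ccr2.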

The *Sirpa*+ DC clusters C2, C3, and C11 additionally displayed features characteristic of monocytes including *Cd14* and *Ccr2* (Figure 2E). Recent studies have identified at least two subtypes of *Sirpa*+ DCs. Brown et al. (2019) recently characterized cDC2a and cDC2b populations by the differential expression of T-bet and RORγt, respectively, with cDC2b displaying monocyte features. We used the previously published cDC2a- and cDC2b-specific gene signatures (Brown et al., 2019) (Table S2) to identify the presence of these cells within *Sirpa*-expressing clusters and compare these signatures to monocytes (C15). Among *Sirpa*+ cDCs, C7 displayed the highest cDC2a AUC score, whereas C2 and C11 displayed the highest cDC2b AUC scores (Figure 2G). Indeed, the monocyte cluster C15 expressed the highest cDC2b AUC score overall (Figure 2G), but previous studies have shown that despite expression of monocyte features, cDC2b cells are not monocyte-related (Brown et al., 2019). 

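The cDC2a set holds 67 genes, of which 63 were in the files, and the cDC2b set 153, of which 146 were. By mean cDC2a score C10 (0.0888) and C7 (0.0864) came first, and C0 was at 0.0325. By the median of cells C7 was first, at 0.0788 against 0.0707 in C10. Of the 67 cDC2a genes, 26 are cell cycle genes. With these left out, an alternative added after the scores had been seen, C0 came first at 0.0527 and C7 was at rank 6. Mean cDC2b scores were 0.0618 in C15, 0.0455 in C11 and 0.0264 in C2. Outside the Sirpa+ clusters and C15, C14 was at 0.0328 and C4 at 0.0248.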

The remaining *Sirpa*-expressing clusters displayed moderate cDC2a AUC scores.

Furthermore, differential gene expression (DGE) analysis (Table S3) between clusters (one versus remaining) revealed *Cd7* as a transcript feature dominantly expressed by cDC2a clusters (Figure 2H). We propose that *Cd7* in combination with *Sirpa*, MHCII, and *Itgax* transcripts could therefore identify cDC2a. *Cd7* expression by cDC2a cells has been observed by others in DC single-cell sequencing experiments (Brown et al., 2019; Bosteels et al., 2020). 

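Cd7 was at 383 (95% interval 378 to 389) CPM in C0, 438 (95% interval 422 to 455) in C10, 283 in C5, 251 in C7, 246 in C8 and 73.3 in C9. C3 was at 499.6 CPM and C16, of 126 cells, at 1266. C1 and C2 were at 102 and 122 CPM. The cDC1 clusters C4, C6, C12, C17 and C18 were at 20.0, 27.8, 49.3, 12.7 and 7.73 CPM.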

We further note that whereas no *Cd7* expression was observed in cDC1 clusters, the level of expression varied within cDC2a clusters, and was highest expressed in C0, suggesting that *Cd7* expression is regulated.

In addition to the cDC2a clusters (C0, C5, C7, C9, C8, and C10) and cDC2b clusters (C2 and C11), we identified two main *Sirpa*+ cDC clusters (C1 and C3) that expressed unique DEGs (Table S3). C1 was characterized by expression of genes associated with TNF signaling as well as the highest expression of *Relb* and *Tcf7,* whereas lacking expression of *Itgam, Cd7,* or any cDC2b features such as *Cd14* and *Ccr2* (Figure 2I). 

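In C1 Relb was at 1012 CPM, with 915 in C9 the next highest. Tcf7 was at 137 CPM in C1, 133 in C16 and 204 in the non-DC cluster C13. Itgam was at 10.5 CPM in C1, against 52.8 in C0, 57.1 in C2 and 4.07 in C4. Cd14 and Ccr2 were at 1.98 and 9.10 CPM in C1. The table of cluster genes behind this comparison (Table S3) was at hand in part, so no test over its list was made.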

C1 also expressed *Ccr7*, *Cd40*, *Fas,* and the immune-suppressive genes *Cd274* (PD-L1) (Figure 2J) and *Il4i1.* Based on expression of *Fabp5*, *Spint2,* and *Il4i1*, this cluster aligned with a migratory cDC2 phenotype described by others (Bosteels et al., 2020). However, we note that C1 cells were distinct from other *Ccr7*-expressing cDC2a (C8) and cDC2b (C11) cells in our dataset (see DEGs between C1, C8, and C11 in Table S4). 

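Il4i1 was at 1254 (95% interval 1238 to 1270.0) CPM in C1 and 1236 (95% interval 1198 to 1274) in C12. Fabp5 was at 2708 CPM in C1. Spint2 was at 292 CPM in C1 and 400.4 in C12.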

We annotated C1 as *Il4i1*+ cDC2 as *Il4i1* was a highly significant DEG (Figure 2I). 

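Sox4 was at 562 (95% interval 552 to 572) CPM in C3. Cd33 was at 47.8 CPM in C3 and 41.5 in C14. Tcf4 was at 527 CPM in C3 and 1420.0 in C14.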

The other distinct cDC cluster C3 highly expressed *Sox4*, *Cd33,* and *Tcf4* (Figures 2I, Table S3). Together with expression of *Sirpa, Cd8a, Cd14*, *Ccr2,* and low levels of *Siglech,* this cluster displayed similarities to a murine *Siglech*+ DC phenotype described by others, sharing pDC and cDC2 characteristics, which were termed transitional DCs (Leylek et al., 2019; Brown et al., 2019), and similar populations have also been described in different contexts (Bar-On et al., 2010; Schlitzer et al., 2011; Rodrigues et al., 2018). 

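In C3 Cd8a was at 308 CPM. Siglech was at 110.3 CPM there and at 2015 in C14. Cd209d was at 274 CPM in C3 and 420.3 in C14, and Chil5 at 92.8 in C3.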

Based on the most significant DEG, we annotated this cluster as *Sox4*+ cDC (Figure 2I).

To test whether proliferation contributed to cluster heterogeneity, we predicted the cell cycle phase of each individual cell using S and G2M signature genes defined by Tirosh and colleagues (Tirosh et al., 2016) (Table S5) and identified C5, C6, C7, C10, and C19 as mitotic (Figure 2K).

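The deposited phases assigned 100% of C7 cells to S or G2M, 94.5% of C5, 92.3% of C19, 87.1% of C10 and 86.7% of C6. C13 was at 36.4%, C9 at 34.3% and C17 at 24.2%; every other cluster was under 16%. C9 and C17 have few UMIs per cell, and with phases recomputed from 40 S and 10 G2M genes they stood at 14.9% and 8.79%. C16, C8 and C15, under 16% by the deposited phases, were then at 21.4%, 21.3% and 18.8%. The recomputed shares were 100% in C7, 96.7% in C5, 96.1% in C10, 89.1% in C6 and 86.2% in C19. By genotype, the deposited share in C6 was 98.4% of WT cells (784 of 797; 95% interval 97.2 to 99.1) and 74.0% of Batf3−/− cells (538 of 727; 70.7 to 77.2). In C5 it was 97.3% and 92.5%.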

DGE analysis between clusters revealed a prominence of mitochondrial gene expression in C9 and C17 (Suppl. File 1, Data S3, Figure S3C), and these clusters simultaneously expressed lower levels of MHCII genes and *Itgax* (Figure S3B). 

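Mitochondrial genes took 13.6% of the UMIs of C9 and 13.7% of those of C17. In C14, with the next highest share, they took 6.51%. H2-Aa was at 2696 CPM in C9 and 1806 in C17. Itgax was at 295 (95% interval 268 to 325) CPM in C9 and 368 (95% interval 295 to 454) in C17.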

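Genes of ribosomal proteins took 34.6% of the UMIs of C18. The next highest share was 27.2%, in C2. C18 had 76 WT and 2 Batf3−/− cells.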

Cluster C18 was enriched in ribosomal subunit genes (Table S3, Figure S2C). 

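Median UMIs per cell were 1478.5 in C9 and 2356 in C17, the lowest of the 20 clusters; C19 followed at 3812. Median genes per cell were 719 in C9 and 798 in C17.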

After removing low-quality cells in the initial quality control (see transparent methods) and before PCA and clustering, we further analyzed the data for expression of genes associated with apoptosis, and no cluster expressed particularly increased levels of apoptosis genes (Figure S3D), however, C9 and C17 had markedly lower unique molecular identifier (UMI) counts (Figure S3E).

We constructed a knowledge-informed list of canonical genes characteristic to cDC1, cDC2, and pDCs (Tomasello et al., 2018). This list, consistent with the cDC1 AUC score, revealed high expression of cDC1-associated genes in C4, C6, C12, C17, and C18 (Figure S4). 

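Ccr7 was at 1954 CPM in C12, 911 in C8, 904 in C1 and 128 in C11. Cd83 was at 1418 CPM in C8, 1008 in C12 and 706 in C1. Cd40 was at 365 CPM in C12 and 188 in C1. Fas was at 105 and 76.5 CPM in these clusters. Cd274 was at 94.9 CPM in C12, 83.5 in C8 and 73.3 in C1.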

Analyzing DEG-enriched pathways (Table 1) and maturation features (Figure 2J), we identified C1, C8, C11, and C12 as clusters with increased maturity based on expression of *Ccr7*, co-stimulatory molecules (Figure 2J), or genes associated with TNF signaling. 

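Tlr3 was at 106 CPM and Tlr11 at 79.8 in C4. In C14 Tlr7 was at 61.9 CPM, Tlr12 at 47.6 and Tlr9 at 5.38. Tlr1 was at 30.1 CPM in C0.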

Analysis of TLR genes further enabled cDC lineage annotation (Figure 2J). Using the information from each of these analyses, we annotated clusters according to cell lineage and cell state (Table 1).

**Table 1:** Cluster annotation (related to Table S3)

Cluster	Cell lineage	Cell state	GO Cellular Component enrichment
0	*Sirpa*+ cDC2a	Immature, phagocytic	Secretory granule lumen (GO:0034774), cytoplasmic vesicle lumen (GO:0060205), tertiary granule (GO:0070820)
1	*Sirpa*+ *Il4i1*+ cDC2	Mature	CD40 receptor complex (GO:0035631), tertiary granule (GO:0070820), specific granule (GO:0042581),
2	*Sirpa*+ cDC2b	Immature, phagocytic	Tertiary granule (GO:0070820), tertiary granule membrane (GO:0070821), azurophil granule (GO:0042582)
3	*Sirpa*+ *Sox4*+ cDC	Immature, phagocytic	Tertiary granule (GO:0070820), tertiary granule membrane (GO:0070821), specific granule (GO:0042581)
4	cDC1	Immature, phagocytic	Lysosomal lumen (GO:0043202), lysosome (GO:0005764), phagocytic vesicle (GO:0045335)
5	*Sirpa*+ cDC2a	Mitotic	Nuclear chromosome part (GO:0044454), chromosome, telomeric region (GO:0000781), nuclear chromosome, telomeric region (GO:0000784)
6	cDC1	Mitotic, immature	Mitochondrial inner membrane (GO:0005743), nuclear chromosome part (GO:0044454), mitochondrial proton-transporting ATP synthase complex (GO:0005753)
7	*Sirpa*+ cDC2a	Mitotic	Nuclear chromosome part (GO:0044454), spindle (GO:0005819), chromosome, centromeric region (GO:0000775)
8	*Sirpa*+ cDC2a	Mature	P-body (GO:0000932), fibrillar center (GO:0001650), nucleolar part (GO:0044452)
9	*Sirpa*+ cDC2 (mixed)	Mitochondrial	Nuclear body (GO:0016604), nuclear speck (GO:0016607), chromatin (GO:0000785),
10	*Sirpa*+ cDC2a	Mitotic	Spindle (GO:0005819), chromosome, centromeric region (GO:0000775), condensed chromosome, centromeric region (GO:0000779)
11	*Sirpa*+ cDC2b	Mature	Tertiary granule (GO:0070820), ficolin-1-rich granule (GO:0101002), lysosomal lumen (GO:0043202)
12	cDC1	Mature	CD40 receptor complex (GO:0035631), actin cytoskeleton (GO:0015629), cytoskeleton (GO:0005856)
13	NK/ILC/T		Cytosolic ribosome (GO:0022626), T cell receptor complex (GO:0042101), cytosolic part (GO:0044445)
14	PDCs		Lysosomal lumen (GO:0043202), lysosome (GO:0005764), specific granule membrane (GO:0035579)
15	Monocytes		Tertiary granule (GO:0070820), focal adhesion (GO:0005925), specific granule (GO:0042581)
16	Mixed identity		Secretory granule lumen (GO:0034774), ficolin-1-rich granule lumen (GO:1904813), cytoplasmic vesicle lumen (GO:0060205)
17	cDC1	Mitochondrial	Mitochondrial inner membrane (GO:0005743), mitochondrial respiratory chain complex I (GO:0005747), nuclear speck (GO:0016607)
18	cDC1	Ribosomal	Cytosolic ribosome (GO:0022626), cytosolic part (GO:0044445), cytosolic large ribosomal subunit (GO:0022625)
19	Stem cells		Nuclear chromosome part (GO:0044454), spindle (GO:0005819), mitochondrion (GO:0005739)

To enable identification of key genes differing between core WT DC clusters, we isolated WT cells and removed clusters characterized by confounding cellular processes such as proliferation (C5, C6, C7, C10) and high expression of mitochondrial (C9, C17) and ribosomal genes (C18), which would hinder identification of key steady state genes between DC clusters. 

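The WT metaclusters held 2596 cDC1 cells (median 14600.5 UMIs per cell), 3707 cDC2a cells (6705), 1130 cDC2b cells (8426), 721 Il4i1+ cDC2 cells (6176), 704 Sox4+ cDCs (8589.5), 154 pDCs (8466) and 145 monocytes (6151).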

We then built metaclusters for cDC1 (immature C4 + mature C12), cDC2a (immature C0 + mature C8), and cDC2b (immature C2 + mature C11) (Figure 3A). We performed DGE analysis between these core cDC1 and cDC2 clusters as well as *Il4i1*+ cDC2 (C1), *Sox4*+ cDCs (C3), pDCs (C14), and monocytes (C15) (Table S6). cDC1, *Il4i1*+ cDC2, pDC, and monocytes displayed unique gene signatures, whereas DEGs of cDC2a, cDC2b, and *Sox4+* cDC were less clearly defined (Figure 3B). Many cDC2a DEGs were also expressed in *Sox4+* DC, including *Mdh2*, *Cd7*, *Siglecg,* and *Runx3*, suggesting a partial overlap. cDC2b DEGs were largely expressed by monocytes. 

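In WT cells Mdh2 was at 1434 CPM in cDC2a and 847 in Sox4+ cDCs. Cd7 was at 378 and 476 CPM, Siglecg at 337 and 237, and Runx3 at 284 and 165.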

A significant number of *Sox4+* cDC DEGs were also highly expressed in pDCs, such as *Lag3*, *Siglech*, *Tcf4*, *Spib,* and *Cd37*.

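Lag3 was at 244.8 (95% interval 221 to 271) CPM in WT pDCs and 225 (95% interval 213 to 237) in WT Sox4+ cDCs. Siglech was at 1927 and 131 CPM, Tcf4 at 1407 and 478, Spib at 223.7 and 80.0, and Cd37 at 282 and 274. The list of metacluster genes (Table S6) was at hand in part, and no test over it was made.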

**Figure 3:**
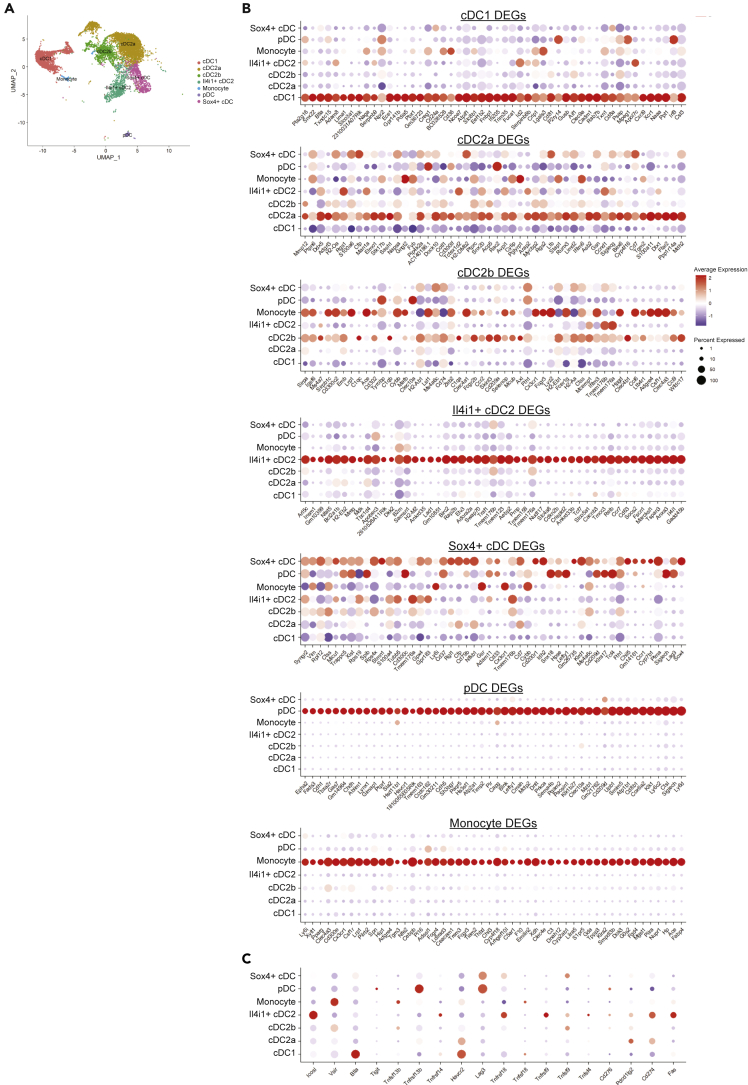
Diversity in *Sirpa*+ DCs is less distinct than diversity between other DC lineages (A) Clusters defined by active cell cycle or metabolic activity were excluded, and metaclusters corresponding to cDC1, cDC2a, cDC2b, *Il4i1*+ cDC2m *Sox4*+ cDC, pDC, and monocytes were established. (B) Dotplots showing the top 50 DEGs of each metacluster (see Table S6). (C) Dotplots showing expression of immune checkpoint genes in each metacluster.

As myeloid cells have become an attractive target for immune checkpoint inhibition therapy to increase their priming capacity, we analyzed the expression of immune checkpoint genes across metaclusters (Figure 3C). This analysis identified that cDC1 cells are the main DCs expressing *Btla* and *Havcr2* (encoding TIM-3), *Il4i1*+ cDC2 express high levels of *Icosl*, whereas monocytes express *Vsir* (encoding VISTA). 

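Btla was at 157 (95% interval 153 to 161) CPM in WT cDC1 cells and 64.6 in Sox4+ cDCs, the next highest. Havcr2 was at 197 (95% interval 192 to 201) CPM in cDC1, 141 in cDC2a and 109.9 in monocytes. Icosl was at 249 (95% interval 235 to 263) CPM in Il4i1+ cDC2 and 88.0 in Sox4+ cDCs. Vsir was at 171 (95% interval 148 to 197) CPM in monocytes and 113 in cDC2b.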

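Outside pDCs and Sox4+ cDCs, the highest WT level of Lag3 was 22.5 CPM, in Il4i1+ cDC2. It was 20.8 CPM in cDC2a and 7.14 in cDC1.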

Interestingly, both pDCs and *Sox4*+ cDCs expressed the highest levels of *Lag3*.

### Simultaneous detection of transcript and epitope enables confident cDC lineage identification

Although a cDC1-characteristic gene transcript signature is clearly identified, confident classification of cDC2 is more challenging, as transcription of key cDC2 surface molecules, such as *Itgam* (CD11b) and *Cd4,* is limited (Stoeckius et al., 2017; Peterson et al., 2017). Although it is possible to partly overcome this challenge by recovering single-cell gene expression signals, for example, by using kernel density estimation algorithms implemented in *Nebulosa* (Alquicira-Hernandez and Powell, 2021), parallel detection of protein expression is required to compare transcriptomic and proteomic data. We integrated transcript and epitope multimodel analysis by adding barcoded antibodies specific to DC-characteristic surface molecules. Binding of the barcoded antibodies was confirmed using an oligo-dT probe conjugated to a fluorochrome dye and flow cytometry analysis (Figure 4A). Antibody-derived tag (adt) counts of the complete dataset, each genotype, and each cluster were converted to flow cytometry standard (FCS) files. Analysis of the median adt value for each cluster revealed that each Total-Seq antibody produced a substantial background read count (Figure 4B). This is in line with observations by others when using high antibody concentrations as recommended in suppliers' protocols (Buus et al., 2021). Comparing the characteristic features of cDC1 (CD8A, CD24, XCR1) against those of cDC2 (CD11B, CD172A, CD4) in this way revealed that the expression of these markers was largely restricted to a single-cell type (Figure 4B). In line with previous analysis, the cDC1 clusters C4, C6, C12, C17, and C18 expressed increased levels of CD8A and CD24, whereas the cDC2 clusters C0, C1, C2, C5, and C7–C11 expressed increased levels of CD11B and CD172A (Figure 4B).

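The deposited adt tables name no antibody. Their rows were matched here to CD4, CD8A, CD11B, CD24, CD172A and XCR1 by the medians per cluster printed in Fig. 4B. Medians of 2 to 5 clusters were read per antibody, 2 for CD4 and 3 for CD11B. They equalled the recomputed ones except for a mean absolute difference of 0.125 counts for XCR1. By correlation with its gene, the matched row ranked 2 among the rows for CD172A, 3 for XCR1 and 1 for the other antibodies. The remaining 5 of 11 rows were not used here. The median adt count of CD8A was 122 in C4, 98 in C17, 96 in C12, 90 in C18 and 56 in C6, against 41 in C0. For CD24 the medians were 130 in C4, 128 in C6, 70 in C12, 65 in C18 and 62 in C17, against 32 in C0. XCR1 had 47 in C4 and 28 in C0. CD11B had 87 in C15, 69 in C2, 59 in C11 and 48 in C0, against 34 in C4. CD172A had 44 in C11 and 38 in C0, against 23 in C4. The median for CD4 was highest in C14, at 76.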

**Figure 4:**
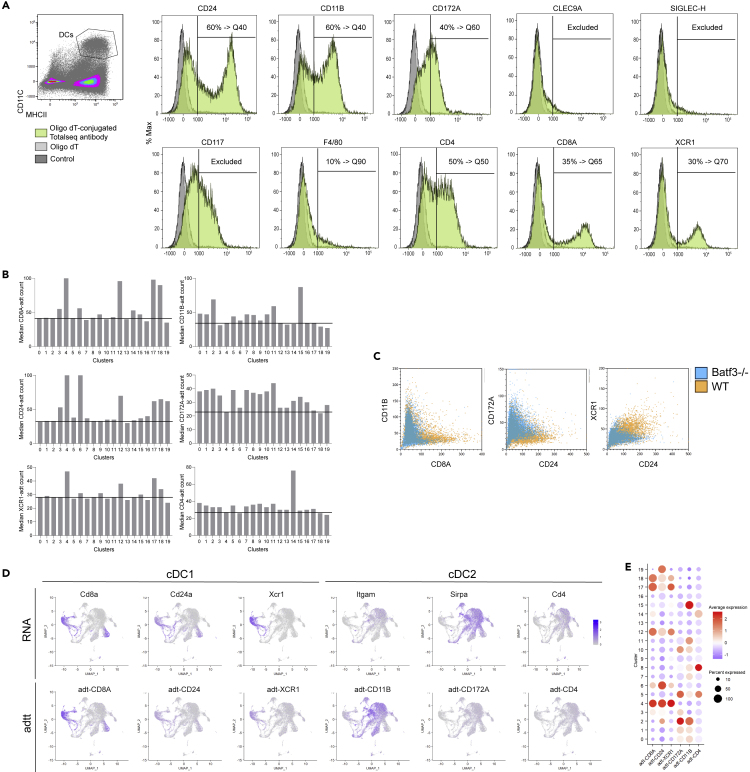
Total-Seq antibodies verify cDC1 and cDC2 identity (A) Verification of Total-Seq antibody binding. Total-Seq antibodies were hybridized with a fluorochrome-conjugated dT probe and subsequently incubated with C57BL/6 splenocytes together with fluorochrome-conjugated antibodies against CD11c and MHCII. Cells were pre-gated on CD11c+ MHCII+ DCs and analyzed for binding of Total-Seq antibodies. Positive signal for Total-Seq antibodies were used to determine thresholds for bioinformatics analysis of adt signals. Total-Seq antibodies where specific staining could not be confirmed were excluded from further analysis of CITE-seq data. (B) Adt sequencing data of each cluster was converted to FSC files using the flowCore package and analyzed using flow cytrometric BD Kaluza analysis software. Shown are median adt tag counts for each cluster. Horizontal line represents background, based on cDC2 cluster C0 for cDC1 features CD8A, CD24, and XCR1, and based on cDC1 cluster C4 for cDC2 features CD11b, CD172A, and CD4. (C) Adt data of cDC1 features CD8A, CD24, and XCR1 or cDC2 features CD11B and CD172A were compared between WT and *Batf3−/−* genotypes. (D) Featureplots of RNA and corresponding thresholded adt counts. (E) Dotplot of thresholded adt counts for each cluster.

Visualization of the adt expression using a conventional FCS dotplot of CD8A versus CD11B or CD24 versus CD172A did not allow confident delineation of cDC1 and cDC2 clusters (Figure 4C); however, comparison between WT and *Batf3−/−* genotypes revealed that a population of CD24+ XCR1+ cells indicative of cDC1 cells was missing in *Batf3*−/− mice (Figure 4C).

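The authors normalized the adt by centered log ratio in each library separately, so levels set across the libraries carry that step. A cell was called positive above the quantile of the WT values that Fig. 4A gives for the antibody, 40 for CD24 and 70 for XCR1, and the same value was applied to Batf3−/− cells. In C4, 99.4% of WT cells were above the CD24 threshold and 76.4% (95% interval 74.6 to 78.2) above that of XCR1. Over all cells, 58.4% of WT and 72.3% of Batf3−/− cells were above the CD24 threshold. For XCR1 the shares were 29.0% and 29.3%. In C0, where the antibody is read as background, XCR1 was above its threshold in 12.6% of WT and 28.9% of Batf3−/− cells.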

A positive adt count for each antibody in each cluster suggested a level of non-specific binding. Informed by the percentage of positive staining in the flow cytometry validation data using the oligo-dT probe described in Figure 4A, we determined adt count thresholds above which we considered the adt signal specific, and all values below this threshold were set to 0. After thresholds were applied, the expression of *Cd8a* transcript and CD8A epitope correlated strongly (Pearson's correlation, r = 0.75; Figure S3F). 

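Pearson's r between the thresholded normalized adt and the log-normalized RNA was computed across the 24343 cells. Cells are not independent replicates, so r describes them and carries no p-value. For CD8A and Cd8a it was 0.622 over both libraries, 0.742 in WT and 0.432 in Batf3−/− cells. CD24 and Cd24a gave 0.536 (0.624 in WT, 0.433 in Batf3−/−), and XCR1 and Xcr1 gave 0.399 (0.560 and 0.0310). CD4 and Cd4 gave 0.350, CD11B and Itgam 0.253, and CD172A and Sirpa 0.222. Part of r comes from differences between clusters: within the 17 clusters of at least 100 cells the median r was 0.364 for CD8A, 0.313 for CD4, 0.289 for CD24, 0.210 for CD11B, 0.120 for CD172A and 0.0422 for XCR1. Of the other computations over both libraries, leaving out the threshold moved r for CD8A most, to 0.667.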

We detected higher levels of adt-CD11B protein expression compared with the corresponding gene *Itgam*, indicating a substantial benefit to the simultaneous detection of CD11B as an important cDC2 feature (Figure 4D). In contrast, adt detection of CD24, XCR1, CD172A, and CD4 was weaker, when compared with the corresponding *Cd24a*, *Xcr1*, *Sirpa,* and *Cd4* RNA detection. 

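At least 1 UMI of Itgam was found in 20.4% of the 24343 cells, while 60.7% were above the CD11B threshold. For Sirpa and CD172A the shares were 60.7% and 36.7%, for Cd24a and CD24 27.9% and 65.3%, for Xcr1 and XCR1 16.0% and 29.2%, and for Cd4 and CD4 23.9% and 50.4%. Cd8a was found in 23.2% of cells and CD8A was above its threshold in 37.5%. The adt shares follow from the quantiles at which the thresholds were set.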

The combination of both RNA and adt protein data verified the identity of cDC1 and cDC2 clusters (Figures 4D and 4E).

### Residual cDC1-like cells in *Batf3−/−* mice

Batf3 affects the development and maintainace of cDC1 cells, and we therefore explored the cDC1 landscape between WT and *Batf3*−/− mice. The cDC1 landscape was represented in three major clusters C4, C6, and C12 (Figures 2D and 2E) and two minor clusters C17 and C18 enriched in mitochondrial and ribosomal genes, respectively (Figure S3C). To gain more insight into the differences between cDC1 cell states, we analyzed DEGs between all five cDC1 clusters (Table S7). GO analysis of DEGs suggested that C4 was enriched in gene expression associated with neutrophil responses, whereas C6 was associated with RNA splicing, and C12 with cytokine signaling and NF-κB signaling (Figure 5A).

**Figure 5:**
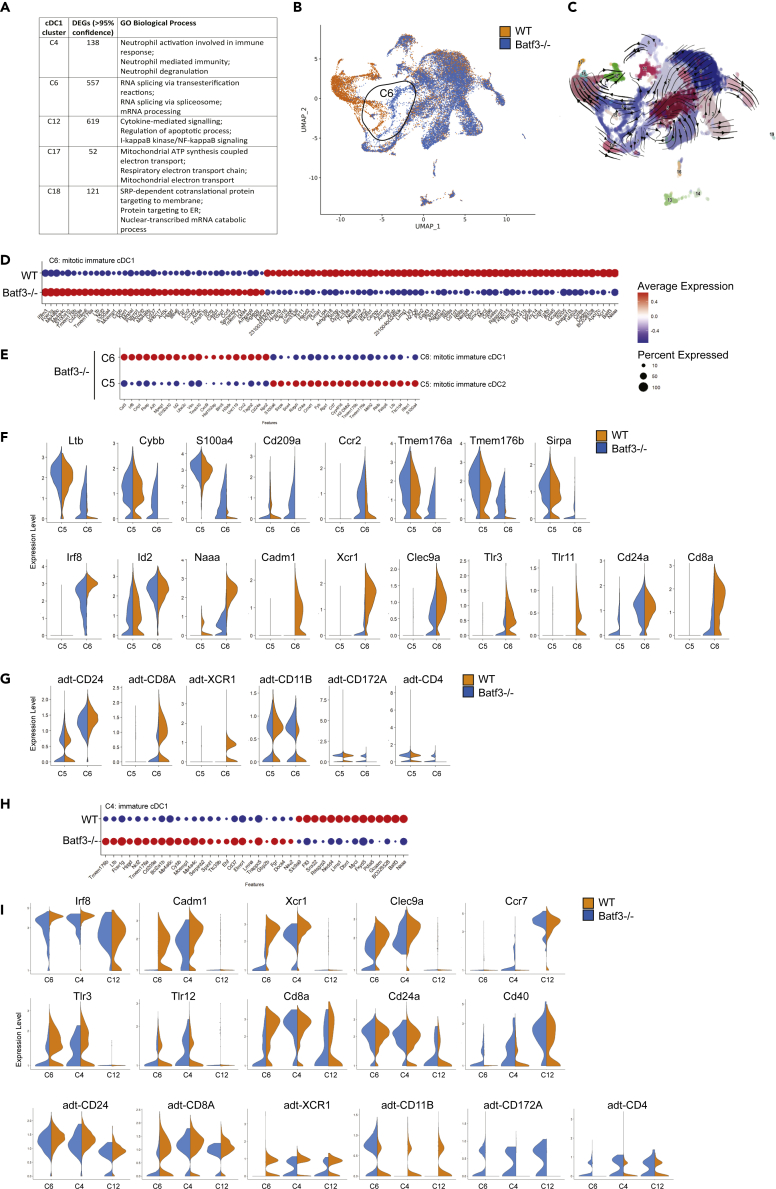
Residual mitotic cDC1-like cells in *Batf3*−/− mice increase expression of cDC2 features (A) GO analysis of cDC1 clusters C4, C6, C12, C17, and C18 (see Table S7). (B) Distribution of cells assigned to WT and *Batf3*−/− genotypes. (C) Trajectory analysis using RNA velocity. (D) DEGs between WT and *Batf3*−/− of cDC1 cluster C6 (see Table S1). (E) Top 40 DEGs between *Batf3*−/− mitotic cDC1 state C6 and *Batf3*−/− mitotic cDC2 state C5. (F) Gene expression of canonical cDC2 and cDC1 features between mitotic cDC1 state C6 and mitotic cDC2 state C5 (related to Figure S5). (G) Protein expression (adt) of canonical cDC2 and cDC1 features between mitotic cDC1 state C6 and mitotic cDC2 state C5. (H) DEGs between WT and *Batf3*−/− of cDC1 cluster C4 (see Table S1). (I) Gene and protein expression of canonical cDC1 features between mitotic cDC1 (C6), immature cDC1 (C4), and mature cDC1 (C12).

cDC1 cluster C6 was equally represented by 797 WT and 727 *Batf3−/−* cells, but the two genotypes presented as distinct C6 populations suggesting genotype-based differences (Figure 5B). 

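C6 made up 6.52% (95% interval 6.09 to 6.97) of WT cells and 6.00% (5.58 to 6.44) of Batf3−/− cells. Median UMIs per cell were 19599 in WT and 18019 in Batf3−/− C6 cells, the deepest of the clusters of each library.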

Functional enrichment analysis suggested that *Batf3−/−* C6 cells were clustered together with WT C6 cells based on the expression of genes related to mitochondrial inner membranes and nuclear chromosome parts, likely connected to their active cell cycle state (Table 1, Figure 2K, Table S3). The mitotic state of C6 cells suggests that these cells might represent an early trajectory to cDC1 cells, but most *Batf3−/−* C6 cells would not reach the cDC1 states represented by C4 and C12. RNA velocity analysis, a technique used to predict future cell states from the abundance of spliced and unspliced transcripts in single cells (La Manno et al., 2018; Bergen et al., 2020), revealed a distinct path from WT cluster 6 to cluster 4 and finally to cluster 12 (Figure 5C).

Differential expression analysis of C6 between WT and *Batf3*−/− cells identified 101 DEGs (adj. p value < 0.05), of which 62 genes were significantly downregulated in *Batf3*−/− cells and 39 genes were significantly upregulated (Figure 5D, Table S1). 

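In C6 the log2 ratio of Batf3−/− over WT was -3.25 (95% interval -3.33 to -3.17) for Naaa, with 941 CPM in WT and 98.8 CPM in Batf3−/− cells. Xcr1 was at -3.12 (95% interval -3.24 to -3.00), from 397 CPM in WT and 45.7 CPM in Batf3−/− cells. Cadm1 was at -3.62, Cd8a at -1.56, Tlr3 at -1.45 and Tlr11 at -1.96. Among the maturation genes Cxcl16 was at -1.50, Cd81 at -1.57, Cd86 at -1.61 and Cd36 at -4.26. Among genes with a mean of at least 50 CPM, the lowest ratios were those of Gcsam at -9.43 and Batf3 at -9.33. Gcsam had 1608 UMIs in WT and 2 in Batf3−/− cells. Jchain followed at -6.97, but 2299 of its 2323 WT UMIs were in 1 cell. With only the 13 WT and 189 Batf3−/− cells called G1, the alternative that moved these ratios most, Cxcl16 was at −0.14 and the other genes named by the paper stayed at −0.68 or lower.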

Downregulated genes in *Batf3*−/− C6 included *Naaa, Xcr1, Cadm1, Cd8a, Tlr3,* and *Tlr11* as cDC1-defining genes, and *Cxcl16, Cd81, Cd86,* and *Cd36* as genes related to maturation (Figure 5D); however, we did not observe specific GO or pathway-related enrichment. 

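Ltb had a log2 ratio of 1.90 in C6, from 41.7 CPM in WT and 156 CPM in Batf3−/− cells. Cybb was at 2.28 and S100a4 at 1.45. Cd209a was at 3.23 (95% interval 3.03 to 3.43), from 14.9 CPM in WT and 139 CPM in Batf3−/− cells. Tmem176a and Tmem176b were at 2.31 and 2.44. Ccr2 was at 0.96 (95% interval 0.85 to 1.06); in the G1 cells, 13 of them WT, it was −0.93, and Cd209a was at 0.07 and S100a4 at 0.16 there. Among genes with a mean of at least 50 CPM, the highest ratios were those of Mcemp1 at 3.48, Cd209a and Ms4a4c at 2.87.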

Upregulated genes in *Batf3*−/− C6 included *Ltb*, *Cybb* (NOX2), and *S100a4* as cDC2 features, and *Ccr2*, *Cd209a* (DC-SIGN), and *Tmem176a/b*, indicative of a cDC2a phenotype (Figure 5D). Noting that *Batf3*−/− C6 cells demonstrated downregulation of cDC1 features and upregulation of cDC2 features when compared with WT C6 cells, we analyzed DEGs between *Batf3*−/− C6 and the corresponding mitotic cDC2 cell state C5. Compared with classical mitotic cDC2 C5 cells, *Batf3*−/− C6 cells displayed increased levels of cDC1-defining genes and decreased levels of cDC2-defining genes (Figure 5E). 

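For 10 cDC1 genes and 8 cDC2 genes, levels in Batf3−/− C6 were placed between C5 and C6. The position is the log2 difference of C6 from C5 in Batf3−/− cells over the same difference in WT cells, 0 at C5 and 1 at the WT distance. It lay between 0 and 1 for 9 of 10 cDC1 genes (median 0.77) and for 6 of 8 cDC2 genes (median 0.58). Id2 (1.09), Ccr2 (1.26) and Cd209a (−0.28) were the exceptions. Cd24a, at 0.803, is among the 9 because its level in C5 rose, from 35.4 CPM in WT to 51.8 CPM in Batf3−/− cells, and not because it fell in C6. Xcr1 was at 3.70 CPM in WT C5, 2.34 in Batf3−/− C5, 45.7 in Batf3−/− C6 and 397 in WT C6. S100a4 was at 2437 CPM in Batf3−/− C5, 270.4 in Batf3−/− C6 and 98.9 in WT C6. For the adt, median counts in WT C6, Batf3−/− C6 and Batf3−/− C5 were 80, 45 and 42 for CD8A, 138, 116 and 38 for CD24, 38, 27 and 28 for XCR1, 34, 45 and 40 for CD11B, and 22, 32 and 42 for CD172A. Above threshold for XCR1 were 54.6% (95% interval 51.0 to 58.1) of WT C6, 24.5% (95% interval 21.4 to 27.8) of Batf3−/− C6 and 26.9% of Batf3−/− C5 cells. For CD8A the shares of WT and Batf3−/− C6 were 66.0% and 47.9%, for CD11B 26.5% and 69.5%, and for CD172A 7.65% and 9.08%. The scaling of the adt within each library weighs on these shares: on raw counts the difference for CD172A was 28.1 percentage points.

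**Figure D3:**
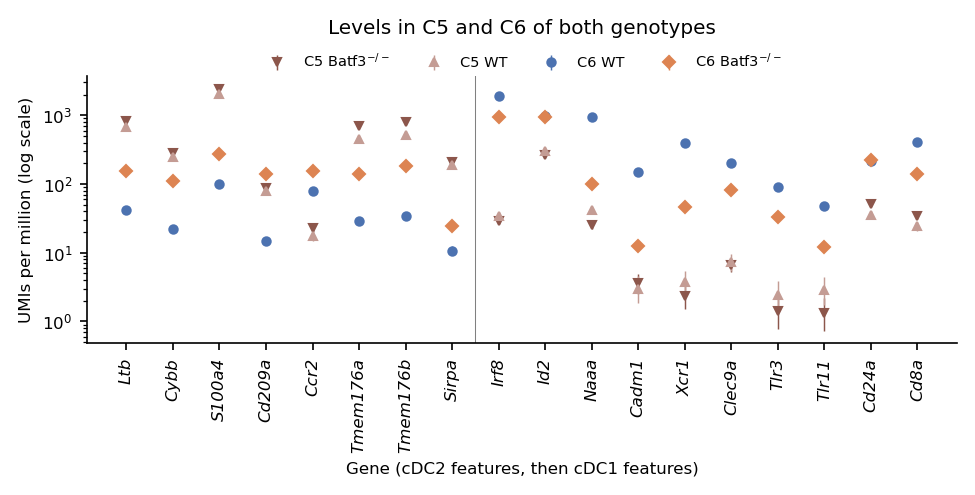
Levels of 18 genes in C5 and C6 of each genotype, in UMIs per 1000000 on a log scale; lines show exact Poisson 95% intervals. Batf3−/− C6 levels of Xcr1, Naaa and Cadm1 lie between those of Batf3−/− C5 and WT C6.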

By comparing the expression of cDC1 and cDC2 characteristic transcriptomic features between mitotic cDC2 cluster C5 and mitotic cDC1 cluster C6, and between genotypes, we demonstrate an intermediate phenotype of *Batf3*−/− mitotic cDC1 C6 cells based on their expression of most cDC1 and cDC2 (Figure 5F), and comparable results were obtained at protein level (Figure 5G). Interestingly, *Batf3−/−* C6 cells downregulated many cDC1 features but maintained comparable expression levels of *Cd24a* and *Id2* (Figure 5F). 

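Cd24a was at 219 CPM in WT and 223.8 CPM in Batf3−/− cells of C6, a log2 ratio of 0.03 (95% interval -0.04 to 0.10). As the mean of each cell's own CPM it was −0.03 and on log-normalized values −0.05. Id2 was at 977 CPM in WT and 935 CPM in Batf3−/− cells of C6, a log2 ratio of -0.06 (95% interval -0.10 to -0.03); with mitochondrial and ribosomal genes left out of the total it was 0.00. For comparison, Irf8 was at -1.01 and Clec9a at -1.31.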

To analyze the distribution of cDC1 and cDC2 characteristic genes across *Batf3*−/− C6 cells, we paired (1) *Batf3*−/− C6 cells with WT C6 cells, revealing weak yet significant cDC2 gene expression compared with classical WT mitotic cDC1 cells or (2) *Batf3*−/− C6 cells with mitotic cDC2 C5 cells, which revealed weak yet significant cDC1 gene expression compared with classical mitotic cDC2 cells. The highest density of cDC1 and cDC2 genes was observed within the same *Batf3*−/− C6 cells (Figure S5). 

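The UMIs of the cDC1 genes and of the cDC2 genes were summed per cell after thinning each cell to 5000 UMIs, a depth chosen after the first values had been seen. In 723 Batf3−/− C6 cells the means were 12.5 cDC1 and 6.29 cDC2 UMIs per cell, with r = −0.287 between the sums. WT C6 cells had means of 26.5 and 1.70, and Batf3−/− C5 cells 2.02 and 26.9.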

Our data suggest that mitotic early cDC1 cells might divert to the cDC2 lineage in the absence of Batf3. RNA velocity analysis predicted that mitotic *Batf3−/−* cDC1 (C6) cells either continued toward immature cDC1 cell state (C4) or followed a trajectory toward immature cDC2b (C2) (Figure 5C). It remains to be determined whether *Batf3*−/− mitotic cDC1 cells continue to increase expression of cDC2 features, resulting in a full convergence to cDC2, or abort a cDC2 trajectory altogether.

cDC1 cluster C4 identified 38 DEGs (adj. p value < 0.05) between genotypes, of which 14 were significantly downregulated in *Batf3*−/− cells, whereas 24 were significantly increased (Figure 5H, Table S1). Downregulated gene transcripts in *Batf3*−/− C4 included the cDC1-characteristic gene *Naaa*, whereas upregulated genes also included cDC2-characteristic genes *Ltb*, *Cybb* (NOX2), *Cd209a* (DC-SIGN), and *Tmem176a/b* (Figure 5H), similarly to those observed for C6. 

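In C4, Naaa was at -2.62 (95% interval -2.96 to -2.31) on the log2 scale, from 1060.5 CPM in WT and 172 CPM in Batf3−/− cells. Ltb was at 1.73 (95% interval 1.44 to 2.00), Cybb at 2.04, Cd209a at 2.86 (95% interval 2.41 to 3.28), Tmem176a at 1.98 and Tmem176b at 2.08. The Batf3−/− side of C4 holds 470604 UMIs in 31 cells. Gcsam had 3524 UMIs in WT and none in Batf3−/− C4 cells and was at least 16.2-fold lower, taking 3 counts as the floor. Hbb-bs was at least 17.7-fold lower, but 2105 of its 3858 UMIs were in 1 cell. Among genes with a mean of at least 50 CPM, the highest ratios were those of Ccl17, Fabp5 and Hpgd, the last at 3.17. For Ccl17 the 117 Batf3−/− UMIs were in 1 cell, and for Fabp5 91 of 95 UMIs were in 1 cell.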

Of note, C4, predicted to be an immature cDC1 state when considering expression of activation features (Figure 2J), was represented by 2,202 WT cells but only 31 *Batf3−/−* cells, suggesting that *Batf3* is required to reach this immature cDC1 cell state, and that the absence of *Batf3* increases expression of cDC2 features.

Furthermore, cDC1 cluster C12 was represented by 394 WT cells but only 31 *Batf3−/−* cells, indicating that *Batf3* was also required for this cDC1 cell state. 

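From the 2202 WT and 31 Batf3−/− cells of C4 and the 394 and 31 cells of C12, the paper proposes that Batf3 is required to reach both states.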

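In C12, Batf3 was at -3.85 (95% interval -5.30 to -2.72); 5 of the 6 UMIs on the Batf3−/− side were in 1 cell. Among genes with a mean of at least 50 CPM, Il12b followed at -2.86 (95% interval -3.61 to -2.19) and Gclc at -2.41. Il12b had 18 Batf3−/− UMIs. Highest among these genes were Gm37422 at 2.75, Fabp5 at 2.45 and 9530059O14Rik at 2.17. For Fabp5, 100 of 256 Batf3−/− UMIs were in 1 cell. Ndrg1 was at 2.08, Mcemp1 at 2.13, Pycard at 1.64 and Pde7a at 1.58.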

We identified 12 DEGs (adj. p value < 0.05) between genotypes, of which only *Batf3* was significantly downregulated in *Batf3*−/− cells, whereas expression of 11 genes was significantly increased (Table S1). These genes were, however, not associated with particular pathways and cell types. 

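In C12 Xcr1 was at 37.0 CPM, Clec9a at 42.8, Cadm1 at 64.4, Tlr3 at 1.54 and Tlr11 at 18.5. In C4 Xcr1 was at 506 CPM, Clec9a at 323 and Cadm1 at 296. Irf8 was at 473 (95% interval 449 to 497) CPM in C12.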

The expression of cDC1-characteristic genes *Cadm1*, *Xcr1*, *Clec9a*, *Tlr3,* and *Tlr11* was virtually absent in C12 cells, and *Irf8* expression was reduced (Figure 5I). C12 cells, however, expressed the highest levels of activation features *Ccr7, Cd40, Cd83, Fas,* and *Cd274* (PDL1) (Figures 2J and 5I), indicating that C12 represents mature cDC1 cells. Protein features CD24, CD8A, and XCR1 were maintained on C12 cells and were comparable to immature C4 cells (Figure 5I). 

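In WT cells of C12, 94.9% were above the CD24 threshold, 89.6% above that of CD8A and 57.6% above that of XCR1. In WT C4 cells CD8A was above threshold in 85.2%. For CD24 and XCR1 the shares of WT C4 cells given above were higher than those of C12. Over both libraries, median counts in C12 and C4 were 38 and 47 for XCR1, 70 and 130 for CD24, and 96 and 122 for CD8A.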

DEGs of C12 cells were further enriched in TNF signaling (Table S7). Maintenance of XCR1 protein with downregulation of *Xcr1* gene expression on mature cDC1 has been reported by others (Ardouin et al., 2016; Crozat et al., 2011). 

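Over the 2270 genes of C12 with a mean of at least 50 CPM, the median log2 ratio was 0.01 and 5% to 95% of genes lay between -0.77 and 0.73. The Batf3−/− side holds 276572 UMIs, so counting noise is part of that range.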

DGE analysis between WT and *Batf3*−/− C12 cells suggested a high degree of similarity (Table S1), suggesting that the Batf3-dependent cDC1 trajectory follows an “abort/divert or proceed” principle.

### Characterization of *Sox4*+ cDCs

Given our observation that a small proportion of cDCs express both the cDC1 feature CD8 and the cDC2 feature CD11B, as described in Figure 1, we aimed to identify cells with these features in the sequencing dataset. We analyzed the joint density of *Cd8a* and *Itgam* using the *Nebulosa* package and found that the *Sox4*+ cDCs cluster (C3) was the only cluster expressing both features (Figure 6A). This joint signal was only observed in *Batf3*−/− *Sox4*+ cDCs, and not in WT *Sox4*+ cDCs (Figure 6A). Rather, WT DCs with a joint *Itgam/Cd8a* signal were observed in C4 immature cDC1 cells, although at reduced density (Figure 6A). 

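Cells with at least 1 UMI of Cd8a and of Itgam were counted. In C3 they were 2.84% of WT cells (20 cells; median 8589.5 UMIs per cell) and 5.45% of Batf3−/− cells (84 cells; 9444 UMIs). The product of the separate shares gives 6.05% for the Batf3−/− cells. In other clusters the share was 13.6% in Batf3−/− C6 (99 cells; 18019 UMIs), 3.76% in WT C6, 4.22% in WT C4 (93 cells; 15398.5 UMIs) and 11.0% in WT C15. In C0, which has little Cd8a, 0.439% of Batf3−/− cells had both (7187 UMIs). After thinning to 1000 UMIs 1 cell was left in C3 of each genotype, 2 in WT C4 and none in C6. At 5000 UMIs, a depth added after the thinner counts had been seen, the share in C3 was 1.49% of WT and 1.72% (95% interval 1.13 to 2.51) of Batf3−/− cells, with 2.92% from the product of the separate shares. It was 2.90% in Batf3−/− C6 and 5.21% in WT C15. Smoothed densities over the UMAP were not computed here.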

The adt protein expression data showed that a proportion of *Sox4*+ cDCs expressed CD8A, CD24, CD172A, CD11B, and CD4 (Figure 6B). These data suggest that the CD8+CD11b+ cDCs described in Figure 1 might represent a mixture of cells, including *Sox4*+ cDCs and cDC1. 

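By the adt, 49.01% of WT and 69.1% of Batf3−/− Sox4+ cDCs were above the CD8A threshold. CD24 was above its threshold in 81.8% and 88.7%, CD172A in 30.5% and 25.9%, CD11B in 33.9% and 20.7%, and CD4 in 50.3% and 46.8%. In C0, CD8A was above its threshold in 8.44% of WT and 32.0% of Batf3−/− cells, a difference between libraries of like size in a cluster with little Cd8a.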

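Cells above both the CD8A and the CD11B threshold made up 14.3% of WT and 13.2% of Batf3−/− cells of C3, where the products of the separate shares are 16.6% and 14.3%. In WT C4 they were 23.2% (product 24.1%) and in WT C12 31.5% (30.2%). In C6 they were 14.7% of WT and 31.6% of Batf3−/− cells.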

We further assessed this using the adt-converted FCS files of each cluster using standard flow cytometry software, where we compared expression of CD11B versus CD8A and CD172A versus CD24 between selected cDC2 clusters (C0 and C2), cDC1 clusters (C4 and C12), pDCs (C14), and *Sox4+* cDCs (C3), confirming that a proportion of *Sox4*+ cDCs and cDC1 cells expressed CD24, CD8A, CD172A, and CD11B (Figure 6C).

**Figure 6:**
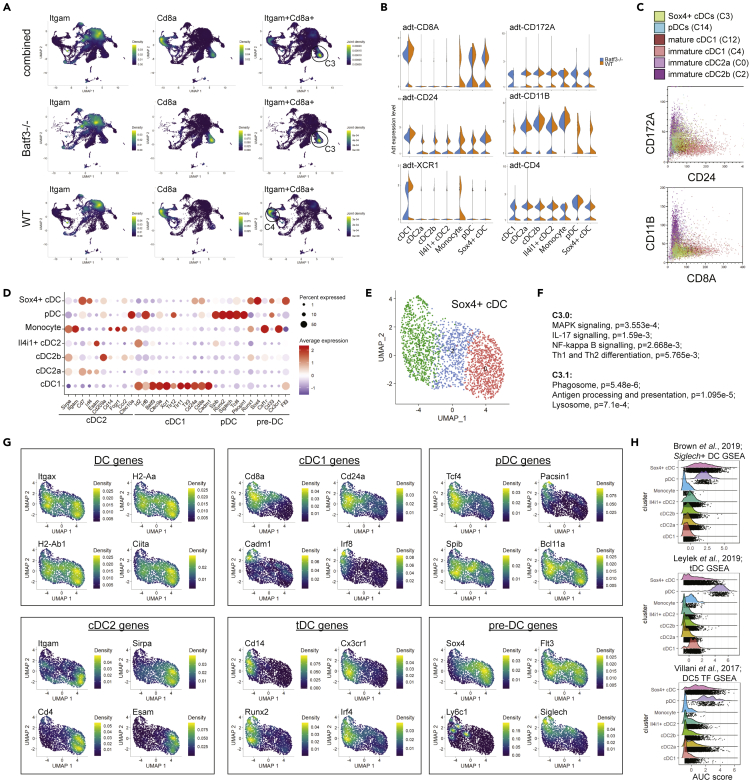
Characterization of a *Sox4*+ cDC cell state (A) Joint density of *Itgam* and *Cd8a*, using the Nebulosa package, identifying *Sox4*+ cDCs (C3) as cluster with co-expression in *Batf3*−/−. (B) Protein expression (adt signals) between metaclusters defined in Figure 3A. (C) Adt data of selected clusters were converted to FCS files and analyzed for co-expression of CD24 and CD172A or CD8A and CD11B using flow cytometric BD Kaluza software. (D) Expression of canonical DC genes between metaclusters. (E) Subclustering of *Sox4*+ cDCs (C3) using a resolution of 0.3. (F) GO pathway analysis of C3 subcluster-specific DEGs (see Table S8). (G) Distribution of canonical genes for DCs, pDCs, cDC1, cDC2, tDCs, and pre-DCs using the Nebulosa package. (H) GSEA using gene signatures from Brown et al. (2019); Leylek et al. (2019); Villani et al. (2017) and the AUCell package (see Table S2).

DGE analysis of *Sox4*+ cDCs (C3) revealed *Batf3* as the only significant DEG between WT and *Batf3−/−* genotypes (Table S1), whereas DGE analysis between *Sox4*+ cDC (C3) and all other clusters and metaclusters revealed that C3 expressed key genes of several DC lineages including *Cd8a*, *Cd7, Siglech, Tcf4,* and *Spib* (Tables S1, S3, and S6, top 50 in Figure 3B). 

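H2-Ab1 was at 10499 CPM in C3, 9104 in C0, 12928 in C2 and 11311 in C4.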

C3 expressed levels of MHCII genes comparable with other cDC clusters (Figure S3B). We compared the expression of key canonical DC genes between *Sox4*+ cDCs and cDC1, cDC2a, cDC2b, *Il4i1*+ cDC2, pDC, and monocytes (Figure 6D). *Sox4*+ cDCs expressed the highest level of *Irf4* among these clusters. 

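Irf4 was at 51.4 (95% interval 45.9 to 57.3) CPM in WT Sox4+ cDCs and 43.6 (95% interval 41.1 to 46.2) in cDC2a, 27.6 in Il4i1+ cDC2, 24.0 in cDC2b and 16.7 in pDCs. Among single clusters, C8 was at 128 CPM.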

Of note, compared withcDC1 cells, *Sox4*+ cDCs cells did not express cDC1-characteristic transcription factors such as *Irf8*, *Id2*, or functional genes *Xcr1*, *Clec9a, Tlr3,* or *Tlr11,* or only in a very small fraction of cells. 

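Irf8 was at 68.7 CPM in WT Sox4+ cDCs and 1849 in WT cDC1, and Id2 at 60.4 and 1089. Xcr1 was at 3.24 and 472 CPM, Clec9a at 37.3 and 302, Tlr3 at 0.972 and 98.6, and Tlr11 at 1.46 and 75.5.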

*Sox4*+ cDCs cells expressed moderate levels of pDC canonical genes *Siglech*, *Spib*, *Tcf4, Bcl11a,* and *Runx2*, but also lacked expression of pDC-characteristic TLRs (Figures 2I and 2J). Instead, *Sox4*+ cDCs expressed high levels of *Sox4*, *Runx1*, and *Flt3*, which are also highly expressed by pre-DCs (Figure 6D). However, splenic pre-DCs are considered to be MHCII negative (Schlitzer et al., 2015), and we hypothesize that these cells might represent a cell state of pre-DC to cDC transition as described previously (Leylek et al., 2019). This cluster contained 2,245 cells, representing 9% of all DCs, and was enriched in *Batf3−/−* DCs (12.7%) compared with WT DCs (5.8%). 

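Bcl11a was at 475 CPM in WT Sox4+ cDCs and 516 in pDCs. Runx2 was at 82.6 and 467 CPM. Over both libraries Tlr9 was at 2.95 and Tlr12 at 2.25 CPM in C3.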

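In WT cells Sox4 was at 533 (95% interval 515 to 552) CPM in Sox4+ cDCs, with 96.7 in Il4i1+ cDC2 the next highest. Runx1 was at 142 CPM in Sox4+ cDCs and 100.3 in monocytes. Flt3 was at 254 CPM in Sox4+ cDCs and 169 in cDC1.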

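C3 held 704 WT and 1541 Batf3−/− cells, 9.22% (95% interval 8.86 to 9.59) of all cells. It was 5.76% of WT cells (5.35 to 6.19) and 12.7% of Batf3−/− cells (12.1 to 13.3). With the 5 cDC1 clusters left out of both totals the shares were 8.12% and 13.6%, the alternative that moved them most.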

Recent single-cell analyses described similar populations of *Siglech*+ DCs (Brown et al., 2019; Leylek et al., 2019) and suggested a possible link to a phenotype of circulating human AXL+ DCs (See et al., 2017, Villani et al., 2017; Alcantara-Hernandez et al., 2017).

The distribution of gene and protein expression within the *Sox4*+ cDCs cluster indicated additional cell state heterogeneity. We therefore subclustered C3 into three cell states (Figure 6E). 

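C3 was clustered again here with the Leiden algorithm at resolution 0.3, from 1000 variable genes, 16 principal components and 20 neighbours. The 34 genes compared below were left out of the clustering, so the states were not drawn from their counts directly. Genes that vary with them across cells stayed in, so their levels are not independent of the states. This gave 3 states, named A, B and C in order of falling Cd8a. State A held 512 cells (148 WT, 364 Batf3−/−), state B 865 (267 and 598) and state C 868 (289 and 579). State A was 21.0% of WT and 23.6% of Batf3−/− C3 cells. Resolution 0.2 gave 2 states and 0.5 gave 5. With 2000 variable genes there were 3 states, and state A held 196 cells. The authors' own labels of the states were not used here, and their gene table (Table S8) was at hand in part. Of 15 genes that the paper places in 1 of the outer states, 14 differed between A and C in that direction, with A set beside C3.1 and C beside C3.0. Cd8a is among the 14, and the naming of the states fixed its direction. Genes that vary with Cd8a follow it, so the 15 genes are not 15 independent results.

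**Figure D4:**
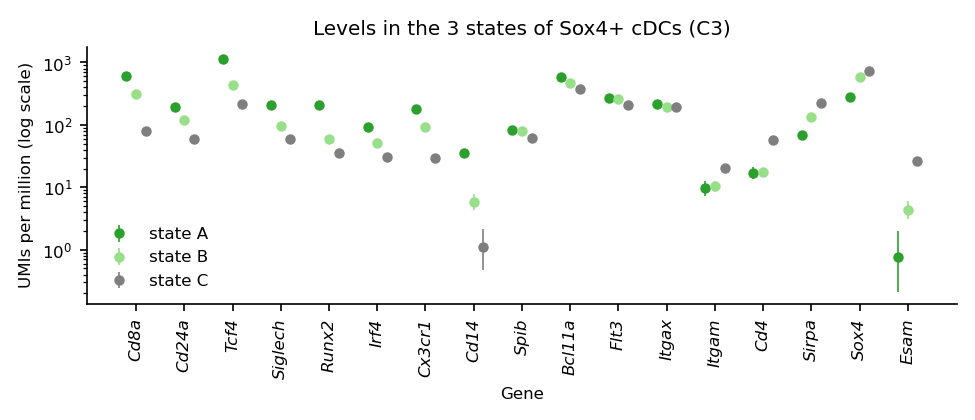
Levels of genes in the 3 states of C3, in UMIs per 1000000 on a log scale; lines show exact Poisson 95% intervals. Cd8a falls from state A to state C and Sox4 rises, with state B between them.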

DGE analysis revealed a significant number of DEGs between C3.0 and C3.1, but only two DEGs in C3.2, suggesting that C3.2 represents a mixture of C3.0 and C3.1 cells (Table S8). Pathway analysis determined that DEGs of C3.0 were enriched in pathways of MAPK signaling, IL-17 signaling, NF-κB signaling, and Th1/Th2 differentiation, whereas DEGs of C3.1 were enriched in pathways of phagocytosis and antigen presentation (Figure 6F), suggesting that C3.0 is more mature than C3.1. We determined the expression of DC lineage characteristic features across C3 cell states. 

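Itgax was at 219, 190.2 and 196 CPM in states A, B and C. H2-Aa was at 10854, 11625 and 9537 CPM, H2-Ab1 at 9708, 11654 and 9658, and Ciita at 351.7, 536 and 546.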

The three C3 cell states expressed comparable levels of *Itgax* (CD11c) and MHCII genes (Figure 6G). Expression of pDC-characteristic features varied across cell states, with C3.1 expressing high levels of *Tcf4* and *Spib*, whereas *Bcl11a* was similarly expressed across all C3 cell states (Figure 6G). 

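Tcf4 was at 1123, 435 and 213 CPM in states A, B and C, Spib at 83.8, 81.2 and 61.6, and Bcl11a at 586, 463 and 381.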

The highest levels of cDC1 features *Cd24a* and *Cd8a* were expressed in C3.1, showing a low to high expression gradient from C3.0 to C3.1 (Figure 6G). 

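From state A to state C, Cd8a was at 617, 313 and 80.4 CPM and Cd24a at 196, 119.7 and 60.04. Median adt counts of CD8A, which were not used in the clustering, were 67, 57 and 49.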

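At least 1 UMI of Irf8 was found in 41.2% of state A cells, 14.6% of state B and 11.5% of state C. Its level was 207, 23.9 and 16.8 CPM. Cadm1 was at 10.00, 3.39 and 3.71 CPM.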

*Irf8* and *Cadm1* were expressed only in a very small proportion of C3.1 cells. In contrast, the highest levels of cDC2 features were expressed in C3.0, with a low to high expression gradient from C3.1 to C3.0 (Figure 6G). 

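Sirpa was at 69.6, 132 and 226 CPM in states A, B and C, Itgam at 9.61, 10.4 and 20.2, Cd4 at 16.9, 17.4 and 57.6, and Esam at 0.769, 4.40 and 25.97. Median adt counts rose from 31 in A to 40 in C for CD172A, from 28 to 33 for CD11B and from 30 to 38 for CD4.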

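Cd14 was at 35.6, 5.87 and 1.10 CPM in states A, B and C, Irf4 at 91.7, 50.9 and 30.9, and Runx2 at 206, 58.6 and 36.0. Ccr2 was at 424, 117 and 3.85 CPM. Cxcr3 had 7 UMIs in A and 12 in C, or 1.35 and 1.65 CPM. The order of Cxcr3 in the outer states depended on the setting. It was at 1.24 and 1.66 CPM at resolution 0.2, and at 1.58 and 1.35 at 0.5. With 2000 variable genes it was at 4.33 CPM in state A and 1.53 in state C.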

We further examined features of previously described “transitional” *Siglech*+ DCs (tDC) (Leylek et al., 2019), including *Cd14*, *Cxcr3, Irf4,* and *Runx2*, which partly overlap with cDC2b cells and had the highest expression in C3.1 (Figure 6G). Last, we examined features characteristic to pre-DCs. 

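Flt3 was at 272, 263 and 208 CPM and Sox4 at 282, 582 and 739 CPM in states A, B and C. Of Ly6c1, 3, 2 and 0 UMIs were counted in the states. A gene can be expressed in a cell without giving a UMI.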

We observed that, whereas *Flt3* was similarly expressed across C3 cell states, *Sox4* had the highest expression in C3.0, but also lacked *Ly6c1* expression (Figure 6G). 

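Gene set scores were set beside each other in the WT metaclusters. For the Siglech+ DC set, with 25 of 31 genes in the files, the mean was 0.193 in pDCs, 0.177 in Sox4+ cDCs and 0.0798 in Il4i1+ cDC2. The tDC set, with 16 genes, gave 0.314 in pDCs, 0.143 in Sox4+ cDCs and 0.109 in cDC1. For the transcription factor set of AXL+ cDCs, 35 of 36 genes, the means were 0.0833 in pDCs, 0.0608 in Sox4+ cDCs and 0.0393 in cDC2a. The pDCs ranked first and the Sox4+ cDCs next under the top 10% of genes, the mean of log-normalized values and thinning to 1000 UMIs as well.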

Gene set enrichment analysis (GSEA) determined that the *Sox4*+ cDC cluster was aligned with *Siglech*+ cDCs (Brown et al., 2019) and tDCs (Leylek et al., 2019), as well as with a transcription factor signature of AXL+ human cDCs (Villani et al., 2017) (Figure 6H, Table S2).

Our data revealed that splenic CD11c+ MHCII+ DCs contain at least two cell states with lineage mixed features, which share expression of *Bcl11a, Spib,* and *Flt3*, but co-express either *Tcf4, Cd8a, Cd24a, Cd14, Irf4, Cx3cr1, Runx2* and *Siglech*, or *Itgam, Sirpa, Cd4, Esam,* and *Sox4* (Figure 6G). However, these cell states are connected via cells expressing moderate levels of these features, indicating cell state plasticity.

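Siglech was at 206, 96.4 and 58.8 CPM and Cx3cr1 at 181, 92.6 and 29.4 CPM in states A, B and C.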

To verify whether *Sox4*+ cDCs contribute to the lineage-mixed phenotype observed in Figure 1, we analyzed splenic cDCs of WT and *Batf3*−/− mice with an extended flow cytometry panel. 

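At least 1 Cd33 UMI was found in 27.5% of C14 cells and 25.9% of C3 cells (95% interval 24.1 to 27.8; median 9158 UMIs per cell). In the cDC1 clusters together, which serve as background, the share was 1.82%, in C4 1.12% (15382 UMIs), in C0 2.69% (6871 UMIs) and in C2 9.14%.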

Expression of *Cd33* was largely unique to pDCs and *Sox4*+ cDCs (Figures 2I and 3B). We thus compared expression of common cDC features across cDC1, cDC2, CD33+ cDCs, and pDCs (Figures 7A–7D). CD33+ cDCs were distinct from pDCs but overlapped with both cDC1 and cDC2 in both WT and *Batf3*−/− cDCs with regard to expression of CD172A, CD11B, CD24, and CD8A (Figures 7A and 7B). CD33+ cDCs contributed to a population of cells expressing CD172A, CD11B, CD24, and CD8A, but did not represent the whole population (Figures 7A and 7B). 

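The share of C3 cells with a Cd33 UMI was 24.6% in WT and 26.5% in Batf3−/− cells. It depends on depth: thinned to 1000 UMIs per cell it was 4.54%, against 0.184% in the cDC1 clusters. By state it was 58.8% in A, 27.4% in B and 5.07% in C, with levels of 116, 40.5 and 7.83 CPM. A cell without a UMI can still express the gene.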

In line with this, the transcriptomic data suggested that less than 50% of *Sox4*+ cDCs expressed *Cd33*, and hence other identifying surface features will be required to investigate this population in detail. Flow cytometry analysis confirmed that CD33+ cDCs largely lacked expression of the pDC feature PDCA1 (Figure 7C). All CD33+ cDCs expressed increased levels of CD24 and CD8A compared with cDC2 cells and pDCs, and decreased levels compared with cDC1, but largely lacked expression of XCR1 (Figure 7C). Expression of CD11B, CD172A, and LY6C on CD33+ cDCs was biphasic (Figure 7C), suggesting heterogeneity of two cell states as observed in *Sox4*+ cDCs of the transcriptomic data. The flow cytometric analysis further revealed that *Batf3*−/− cDC1 cells had a significantly increased expression of CD172A and CD11B, whereas expression of CD8A and XCR1 was decreased and CD24 was unchanged (Figure 7D). We further confirmed that a small proportion of WT cDC1 expressed CD11B (Figure 7B, C).

**Figure 7:**
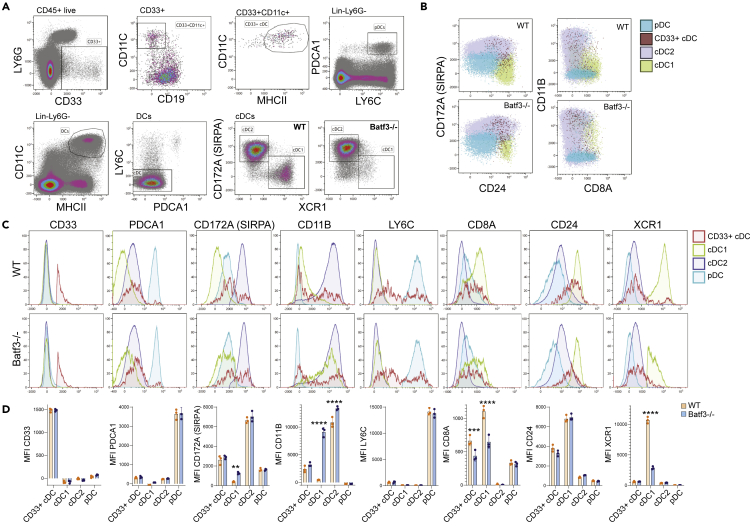
Immunophenotyping of CD33+ DCs Splenocytes of WT (n = 3) and *Batf3*−/− (n = 3) were incubated with a panel of 14 fluorochrome-conjugated antibodies. (A) CD33+ cDCs were gated as singlet live CD45+ LY6G− CD11C+ MHCII+. pDCs were gated as Lin− LY6G− PDCA1+ LY6C+. cDCs were gated as Lin− LY6G− CD11C+ MHCII+ LY6C−, and from these cDC1 and cDC2 were gated as XCR1+ or CD172A+, respectively. (B and C) Overlays of pDCs, cDC1, cDC2, and CD33+ cDCs. (D) Median fluorescence intensity (MFI) of cDC features between WT and *Batf3−/−* cDC1, cDC2, pDCs, and CD33+ cDCs. Each data point represents data of individual animal with mean ± standard error of the mean (SEM). Statistical significance was determined using unpaired t test with Welch correction. ∗∗p < v0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001.

Combined, these data confirm that cDCs with lineage-intermediate phenotypes with regard to expression of CD11B, CD8A, and CD24 can represent either a fraction of cDC1 cells or a population of CD33+ cDCs, whose functionality remains to be determined.

## Discussion

We previously identified that in the absence of Batf3, a proportion of cDCs displays a lineage-intermediate phenotype defined by co-expression of CD11B, CD172A, and CD8A (Chandra et al., 2017). In the present study, we observed cDCs with a lineage-intermediate phenotype, further differentiated by altered expression of classical cDC surface features. We implemented multi-modal single-cell transcriptome and epitope sequencing technology to characterize this cDC lineage-intermediate cell state in detail. We identified a significant proportion of cDCs with lineage-intermediate gene and protein expression signatures displaying characteristic features of cDC1, cDC2, and pDCs in both WT and *Batf3−/−* spleens. These cells lacked a transcriptional signature of maturity, but instead expressed high levels of *Sox4*, *Flt3,* and *Cd33*, features associated with a pre-DC phenotype. This population was enriched in the *Batf3−/−* cDC compartment compared with WT. Furthermore, *Batf3−/−* mice lacked classical cDC1 cells but harbored a population of mitotic immature cDC1-like cells expressing reduced levels of cDC1 genes but increased levels of cDC2 genes. *Batf3*−/− cDC1-like cells lacked expression of genes linked to cDC functionality including *Xcr1*, *Clec9a,* and cDC1-specific TLRs. Algorithms predicting developmental trajectories suggested that these *Batf3*−/− mitotic cDC1-like cells give rise to either cDC1 and cDC2 lineages.

Flow cytometric analysis of murine splenic DCs can delineate two main populations: cDC1 and cDC2 based on expression of XCR1/CADM1 and CD11B/CD172A, respectively (Leylek et al., 2019). With the advancement of high-dimensional single-cell technologies, recent work has redefined the comprehension of DC heterogeneity. Unsupervised clustering approaches based on principal-component analysis have enabled the identification of cell state heterogeneities beyond pure phenotypic delineation of DC subtypes. However, because current algorithms do not distinguish between cell subsets and cell states when dividing data into clusters based on differential gene expression, the cluster annotation and interpretation remains a challenge, especially within a lineage where a continuum of different cell states rather than distinct subtypes is to be expected (Bassler et al., 2019), and this model is important to consider when interpreting clustered data. Our data support this paradigm as we observe that certain features are expressed only in a fraction of certain clusters. The presented data provide a basis for analysis of the continuum of DC states in more detail and reveal, for example, a certain cluster containing multiple cell states shared by cDC1, cDC2, and pDCs.

Recent high-dimensional analysis of DCs has uncovered additional heterogeneity particularly in the cDC2 compartment. At least two distinct cDC2 populations have been suggested in human and mice in recent years. In mice, these populations are distinguished by expression of *Cd7/Dtx1/Ccr6* (cDC2a) and *Cd209a/Clec10a/Clec12a* (cDC2b) (Brown et al., 2019), and in human corresponding cells have been termed DC2 and DC3 (Cytlak et al., 2020; Bourdely et al., 2020; Bosteels et al., 2020; Dutertre et al., 2019). Additional minor populations of cDC2 cells have been described, such as *Siglech*+ cDC2 (Brown et al., 2019) or transitional cDCs (Leylek et al., 2019). Our murine splenic DC dataset provides support of this cDC2 heterogeneity. We identified populations of immature and mature cDC2a and cDC2b populations, as well as a *Il4i1*+ cDC2 population enriched in gene expression suggestive of an activated and inflammatory phenotype and distinguished through expression of *Tcf7*, with downregulated classical cDC2a and cDC2b features. It remains to be determined if and how this *Il4i1*+ cDC2 population is related to the other cDC2 populations.

We further identified a population of *Siglech*+ cDCs, which we termed *Sox4*+ cDCs based on its most DEGs. These *Sox4*+ cDCs expressed lineage-mixed features of cDC1, cDC2, pDCs, and pre-DCs and could be further divided in two substates. DC cell states combining lineage features of cDC1, cDC2, and pDCs have been described by others. Wylie et al. recently identified a CD8+XCR1− DC population, which expressed lineage-mixed gene signatures of pDCs, cDC1, and cDC2 (Wylie et al., 2018). They showed that these CD8+XCR1− DCs preferentially expressed TLR5 and TLR7, and a unique set of endocytic receptors, and their ability to induce T helper cell proliferation was comparable with cDC2. 

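In C3, Tlr1 was at 16.6 (95% interval 14.9 to 18.4) CPM, Tlr2 at 13.5 (95% interval 12.0 to 15.1), Tlr7 at 9.98 (95% interval 8.69 to 11.4) and Tlr5 at 8.44 (95% interval 7.25 to 9.76).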

The *Sox4*+ cDC cell state described here expresses low levels of *Tlr5* gene, and no other TLR genes, suggesting that these cells are limited to respond to pathogen-associated stimuli. Furthermore, Bar-On et al. described a steady-state CD8+ CX3CR1+ non-canonical DC population, which is related to pDCs (Bar-On et al., 2010). In fact, the *Sox4*+ cDC cell state we describe here highly expressed *Cx3cr1* in one cell state. Although *Cx3cr1* is expressed by many leukocytes including monocytes, macrophages, and DCs, it is significantly more highly expressed by pre-DCs (Choi et al., 2019), and the herein described *Sox4*+ cDC cell state expressed elevated levels of *Cx3cr1* and other pre-DC features such as *Flt3*, *Cd33,* and *Csf1r*, whereas any signs of maturity were absent. 

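Cx3cr1 was at 84.4 CPM in WT Sox4+ cDCs and 238 in monocytes. Csf1r was at 54.1 and 445 CPM. Cd33 was at 48.8 CPM in Sox4+ cDCs, 39.7 in pDCs and 13.9 in cDC2b.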

CCR2 was described as a required chemokine receptor to enable pre-DC migration (Nakano et al., 2017), and indeed the *Sox4*+ cDC cell state expressed increased levels of *Ccr2* compared with cDC1, cDC2a, and pDCs; however, CCR2 is also expressed by monocytes and the newly defined cDC2b subpopulation (Brown et al., 2019).

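In WT cells Ccr2 was at 142 CPM in Sox4+ cDCs, 188 in cDC2b, 71.1 in pDCs, 44.7 in cDC1 and 4.66 in cDC2a.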

Schlitzer et al. described the transcriptional regulation of the MDP-to-CDP-to-pre-DC trajectory in detail and identified different pre-DC cell states that range from non-lineage primed to cDC1 or cDC2 lineage primed (Schlitzer et al., 2015). In spleen, Schlitzer et al. identified several pre-DC cell states distinguished by the expression of Ly6C, Ly6D, and SiglecH, and most of these cell states expressed moderate levels of CD24, but importantly these pre-DCs were CD11c+ MHCII−, whereas the *Sox4*+ cDC cell state described here expressed comparable levels of MHCII to other cDC1 and cDC2 cell states, but lacked expression of *Ly6c1*. We also found no evidence of enrichment of pre-DC gene signatures in *Sox4*+ cDCs using genes listed by Schlitzer (Schlitzer et al., 2015) (data not shown). Other recent studies also identified a DC cell state sharing cDC and pDC gene expression (Brown et al., 2019; Leylek et al., 2019; Alcantara-Hernandez et al., 2017), and GSEA determined that *Sox4*+ cDCs were similar to *Siglech*+ DCs and transitional DCs. An MHCII+ population expressing lineage-mixed features has also been identified in human blood and spleen (See et al., 2017). This population in humans expresses *Cd33*, *Cx3cr1*, *Cd327*, *Cd123*, *Cd5,* and *Cd2*. This population was shown to respond to CpG stimulation with secretion of TNFα and IL-12p40, and was able to induce CD4 T cell proliferation, whereas a pure pDC population was not. Furthermore, Villani et al. described a population of human DCs expressing *Axl* and *Siglec6* (annotated as “AS DCs”), which expressed a continuum of cDC and pDC lineage-mixed gene signatures across a trajectory prediction and were able to induce T cell proliferation (Villani et al., 2017). We showed that the murine *Sox4*+ cDC cluster and the human “AS DCs” had a similar transcription factor expression profile, which was also shared with pDCs. It has been suggested that “AS DCs” are in fact aligned with the pre-DC population recently described by others (Amon et al., 2020), and Brown et al. showed that adoptive transfer of *Siglech*+ DCs leads to development of both cDC1 and cDC2 cells (Brown et al., 2019).

The simplified approach to classify cDC1 as CD8+ or CD103+ in mice is insufficient to predict cross-presenting function. Although not all CD8+ or CD103+ DCs possess cross-presentation ability (Kanazawa, 2007), the expression of XCR1 appears to be an exclusive cross-presentation feature (Bachem et al., 2012; Guilliams et al., 2016). *Batf3*−/− mice are considered to lack cDC1 cells, but maintain a residual population of CD8+ cDCs. 

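Clec9a was at 203 CPM in WT C6, 82.1 in Batf3−/− C6 and 6.65 in Batf3−/− C5. CD24 was above its adt threshold in 99.0% of WT and 99.2% of Batf3−/− C6 cells, and in 76.5% of Batf3−/− C5 cells.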

Our analysis determined that whereas *Batf3−/−* mice retained expression of CD8 and CD24 on cDC1-like cells, their expression of *Xcr1*/XCR1 and *Clec9a* was strongly diminished, although still elevated compared with classical cDC2 cells. These data suggest that the cDC1-like cells in *Batf3−/−* mice potentially retain suboptimal cross-presentation abilities, and this could explain some of the discrepancies described in the literature with respect to *Batf3*. We have previously reported that *Batf3−/−* mice were capable of rejecting neoantigen-expressing skin grafts, whereas a different mouse model lacking cDC1 cells (CD11cCre-Id2^flox/flox^) was unable to do so (Chandra et al., 2017). Our interpretation of these data was that the residual population of CD8+ cDCs in *Batf3−/−* mice retained functionality to enable skin graft rejection. Intriguingly, in the same study, we showed that *Batf3−/−* mice were unable to mount a delayed hypersensitivity response and phagocytose dying cells, highlighting a threshold effect determining functions that are retained in *Batf3−/−* cDC1-like cells and others that are lost. Of note, the cDC1 compartment can be completely restored in *Batf3−/−* mice through bacterial infection or administration of IL-12, in which case Batf compensates for the lack of Batf3 (Tussiwand et al., 2012). This implies that the ability for *Batf3*−/− mice to mount a cDC1-dependent immune response is affected by the housing conditions of the animals, where *Batf3−/−* mice display more severe immunodeficiency when housed in a very clean facility (Mott et al., 2015). Similar to *Batf3−/−* mice, Etv6 deficiency also leads to a diminished cDC1 compartment with limited functionality. However, whereas *Batf3−/−* cDC1-like cells upregulated cDC2 features, *Etv6−/−* cDC1-like cells increased gene signatures of pDCs (Lau et al., 2018). Together these data support a hypothesis of phenotypic DC plasticity, and future studies are required to identify drivers of such plasticity.

With the extension to multimodal technologies including the incorporation of epitope-specific antibodies, holistic analysis of cell states can overcome some of the limitations associated with undetectable transcript expression and dropouts in unimodal scRNA-seq data. However, integration of epitope and transcript analysis highlights the need for caution when using barcoded antibodies, and verification of specific antibody staining and setting of thresholds is crucial. The need for antibody validation might pose a limitation when using extensive antibody panels in a range of hundreds as attempted by others. From an antibody panel of 10, we excluded 3 where specific binding was not clear. The current study also observed scenarios where transcript expression was better detected than epitopes (e.g., *Sirpa*/CD172A and *Cd4*/CD4), and hence these antibodies did not add value to the analysis per se, but do act to support previous protein-based findings. This study provides the first CITE-seq dataset of murine splenic DCs of WT and *Batf3−/−* mice, which can serve to answer a variety of questions regarding steady-state DC heterogeneity and provides a road map to analyze DC cell state heterogeneity under inflammatory conditions in future studies.

### Limitations of the study

Precise classification of dendritic cell populations has been proved to be a challenging task for the field. Although DCs can be broadly classified by cell surface protein expression and the expression of specific transcription factors, this approach is often insufficient for cell populations where the main distinguishing features are shared or are dynamically expressed. This is clear in the case of cells undergoing lineage conversion and/or differentiation. Furthermore, current clustering approaches cannot readily distinguish similar cell subtypes and cell states. This is visible in our data, where the identity of certain *Sirpa*+ cDCs as cell type or cell state remains elusive (e.g., *Il4i1*+ cDC and *Sox4*+ cDCs). To determine functional differences between these cDC cell states or cell subtypes would require extensive *in vitro* efforts. However, surface features exclusively expressed by these cells were not identifiable, making their isolation for further experiments not possible.

In this study, we combined high-resolution single-cell gene expression profiling with cell surface protein expression to track DC-specific features in the absence of a crucial DC transcription factor, Batf3. Despite the high resolution and throughput afforded by droplet-based scRNA-seq, the sensitivity of gene detection is limited to capturing only a portion of the transcriptome, in terms of numbers of genes detected and gene biotype. This is largely due to the short region that is sequenced using current 3′ and 5′ methods, and, for now, this limits the detection of population-specific transcript isoforms. Furthermore, current methods are designed to capture poly-A-tailed transcripts; developments in whole transcriptome profiling that capture a wider range of transcription products may reveal new and interesting markers.

One of the main limitations of CITE-seq is the potential for high levels of antibody background signal, which may be attributed to non-specific binding or high staining concentration. Although highly expressed proteins provide clear signals that enable robust cell type discrimination, classifying populations with low levels of expression remains a challenge. Our study was also limited to detecting proteins expressed at the cell surface; future techniques that also measure internal protein expression levels will allow investigation of protein families such as transcription factors. In addition, future studies in this direction would benefit from extensive antibody titration to achieve the best signal-to-noise ratio, because concentrations determined previously by other methods including flow cytometry may not be instructive.

### Resource availability

#### Lead contact

Information and requests for resources may be directed to and will be fulfilled by the lead contact Janin Chandra ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

The Gene Expression Omnibus (GEO) accession number for the sequencing data reported in this article is GEO: GSE149544 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149544).

## Methods

All methods can be found in the accompanying transparent methods supplemental file.

# Supplementary material for: Absence of Batf3 reveals a new dimension of cell state heterogeneity within conventional dendritic cells
**Source:** iScience. 2021 Apr 15;24(5):102402. doi: 10.1016/j.isci.2021.102402
**Supplement:** Document S1. Transparent methods and Figures S1–S5

## **Supplemental information**

### **Absence of Batf3 reveals a new dimension of cell state heterogeneity within conventional dendritic cells**

**Samuel W. Lukowski, Inga Rødahl, Samuel Kelly, Meihua Yu, James Gotley, Chenhao Zhou, Susan Millard, Stacey B. Andersen, Angelika N. Christ, Gabrielle Belz, Ian H. Frazer, and Janin Chandra**

## SUPPLEMENTAL FIGURES

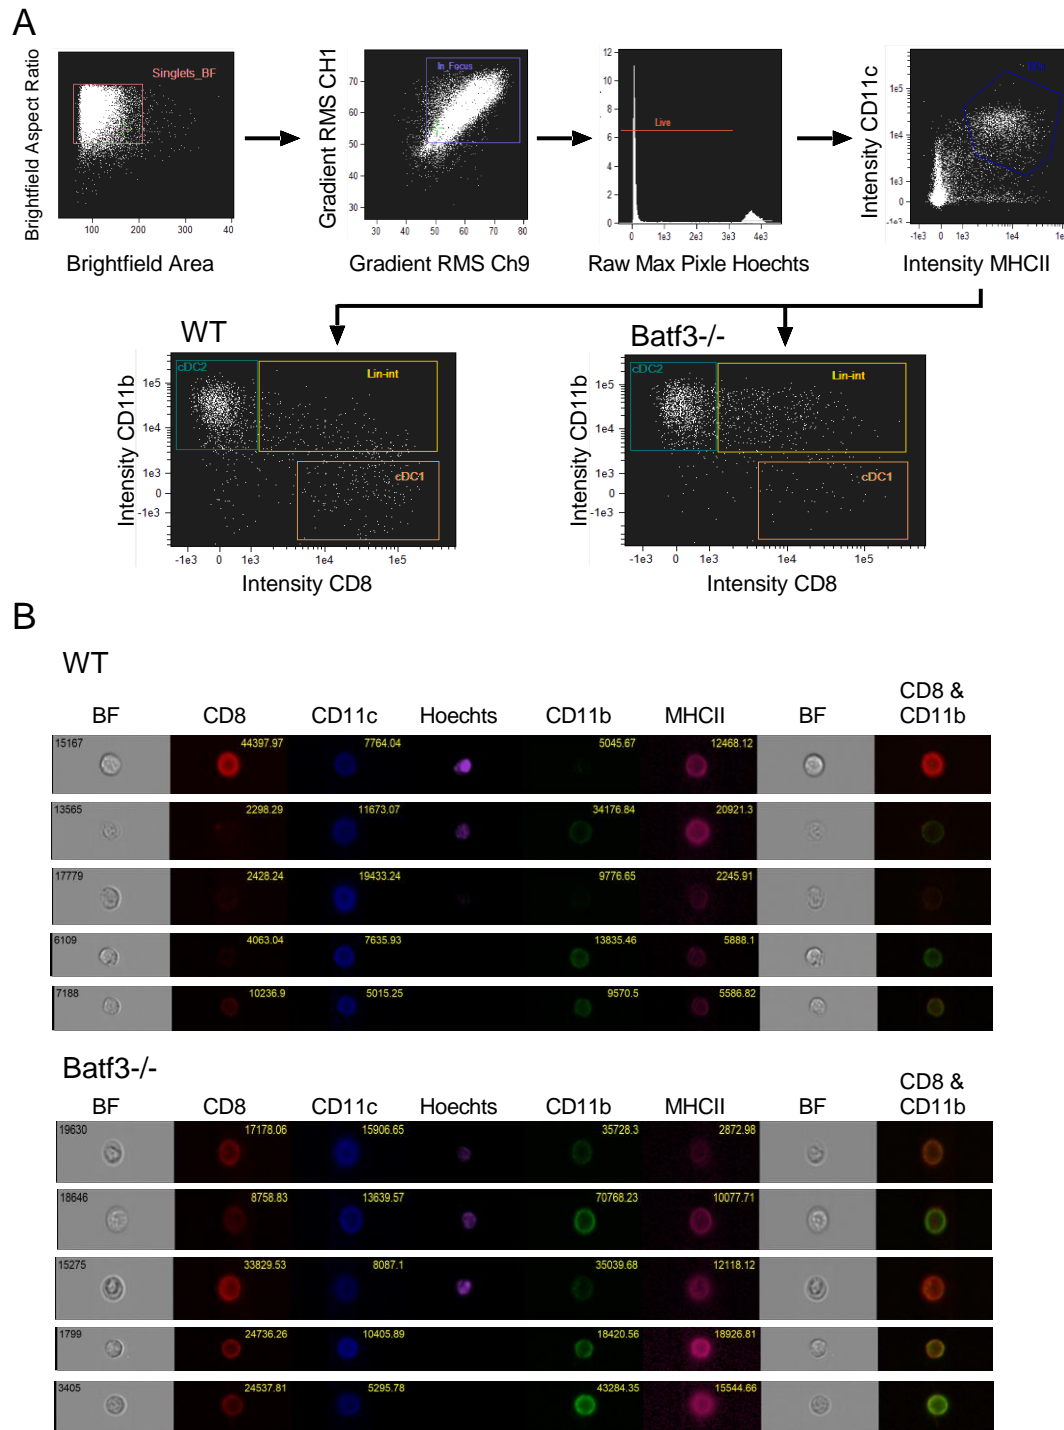

**Figure S1. Identification of cDCs co-expressing CD8 and CD11b, related to Figure 1.** Splenocytes of C57BL/6 (WT) and *Batf3*<sup>-/-</sup> mice were T and B cell depleted and labelled with Hoechst stain and antibodies specific to MHCII, CD11c, CD8 and CD11b before acquisition by imaging flow cytometry. **(A)** CD11c<sup>+</sup> MHCII<sup>+</sup> DCs were pre-gated from Hoechst negative, in-focus singlets. The DCs subsets were further defined as CD11b<sup>-</sup> CD8<sup>+</sup> cDC1s, CD11b<sup>+</sup> CD8<sup>-</sup> cDC2s, and CD11b<sup>+</sup> CD8<sup>+</sup> lineage-intermediate (lin-int) cDCs. **(B)** Examples of CD11b, CD8, MHCII, and CD11c expression of lin-int cDCs. BF; brightfield.

A

WT

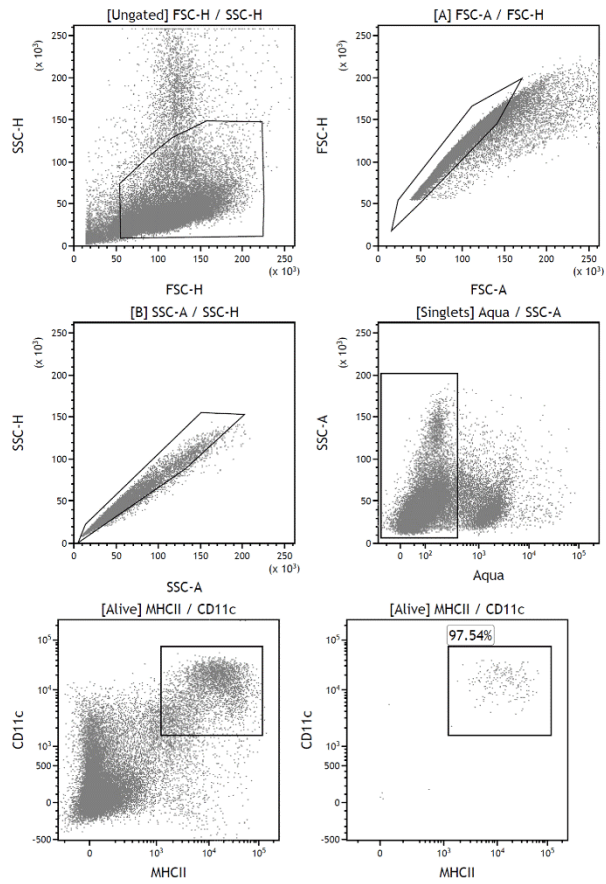

B

*Batf3*<sup>-/-</sup>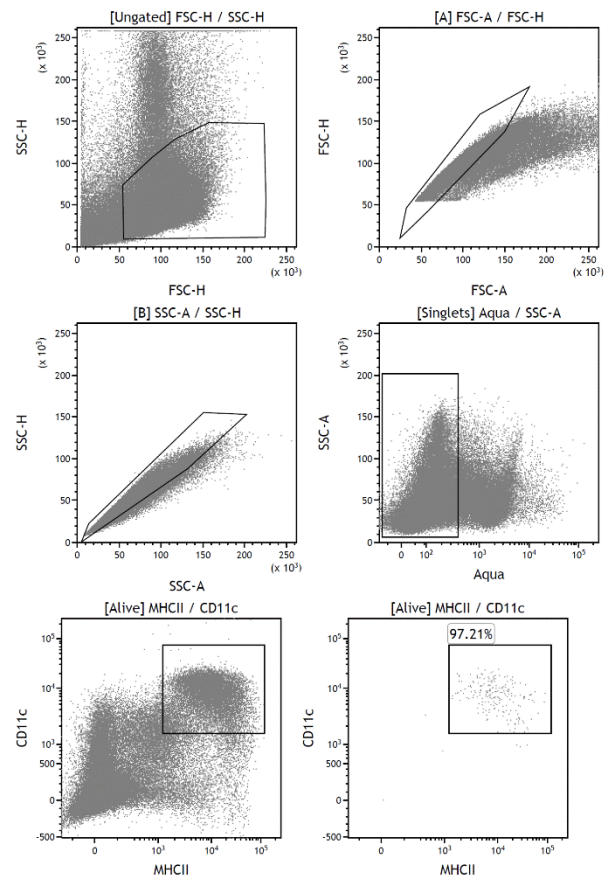

**Figure S2. Sorting purities of cDCs, related to Figure 2.** Alive (live-dead stain aqua negative) single MHCII+CD11c+ cells were sorted from 6 C57BL/6 (WT) and 6 *Batf3*<sup>-/-</sup> T/B cell depleted splenocytes. Purity of the sorted cells was analysed and depicted >97%.

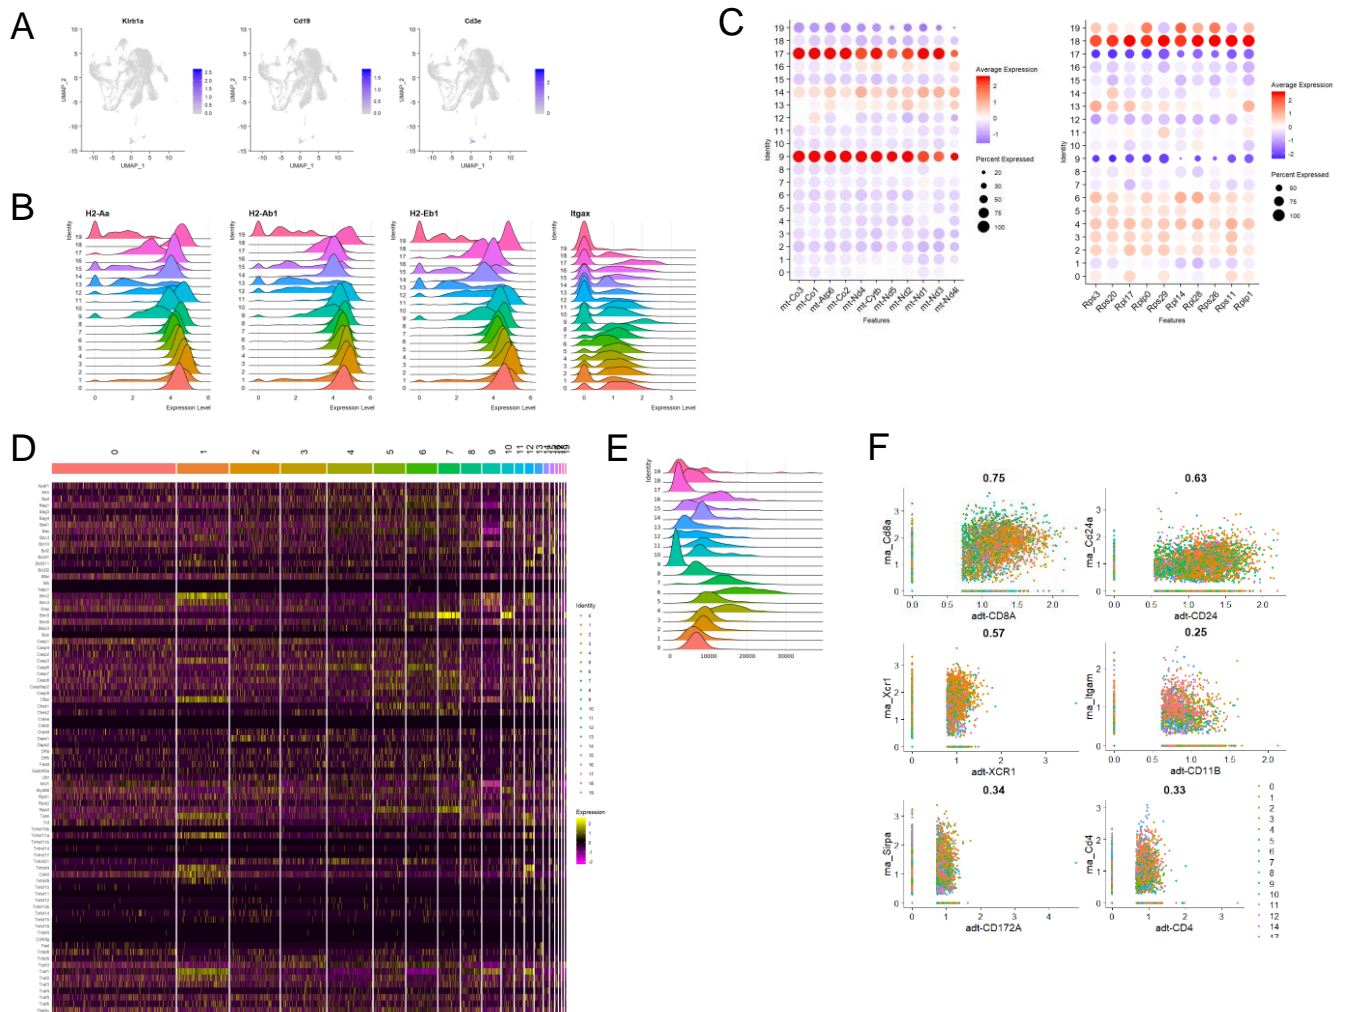

**Figure S3. Additional single cell RNA sequencing information, related to Figure 2 and Figure 4.** (A) Featureplots of *Klrbl1a*, *Cd19* and *Cd3e* to determine contamination by NK, B or T cells. (B) Ridgeplots of MHCII genes and *Itgax* (CD11c) across clusters. (C) Expression of mitochondrial and ribosomal subunit gene transcripts. (D) Heatmap of expression of apoptotic transcripts. (E) UMI counts across clusters. (F) Pearson correlations between RNA and antibody-derived tags (adt).

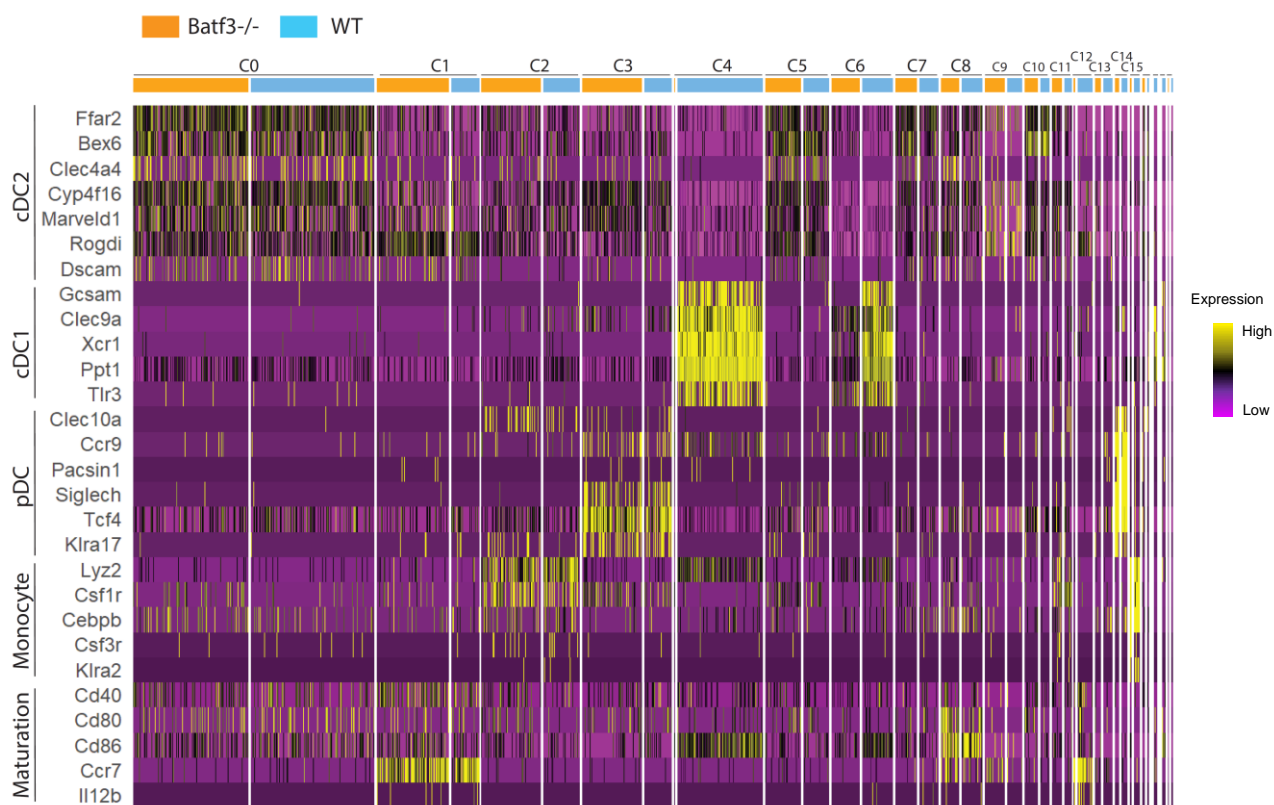

**Figure S4. Expression of canonical DC genes across clusters, related to Figure 2.** Heatmaps of canonical DC genes for WT (blue) and *Batf3*<sup>-/-</sup> (orange) clusters.

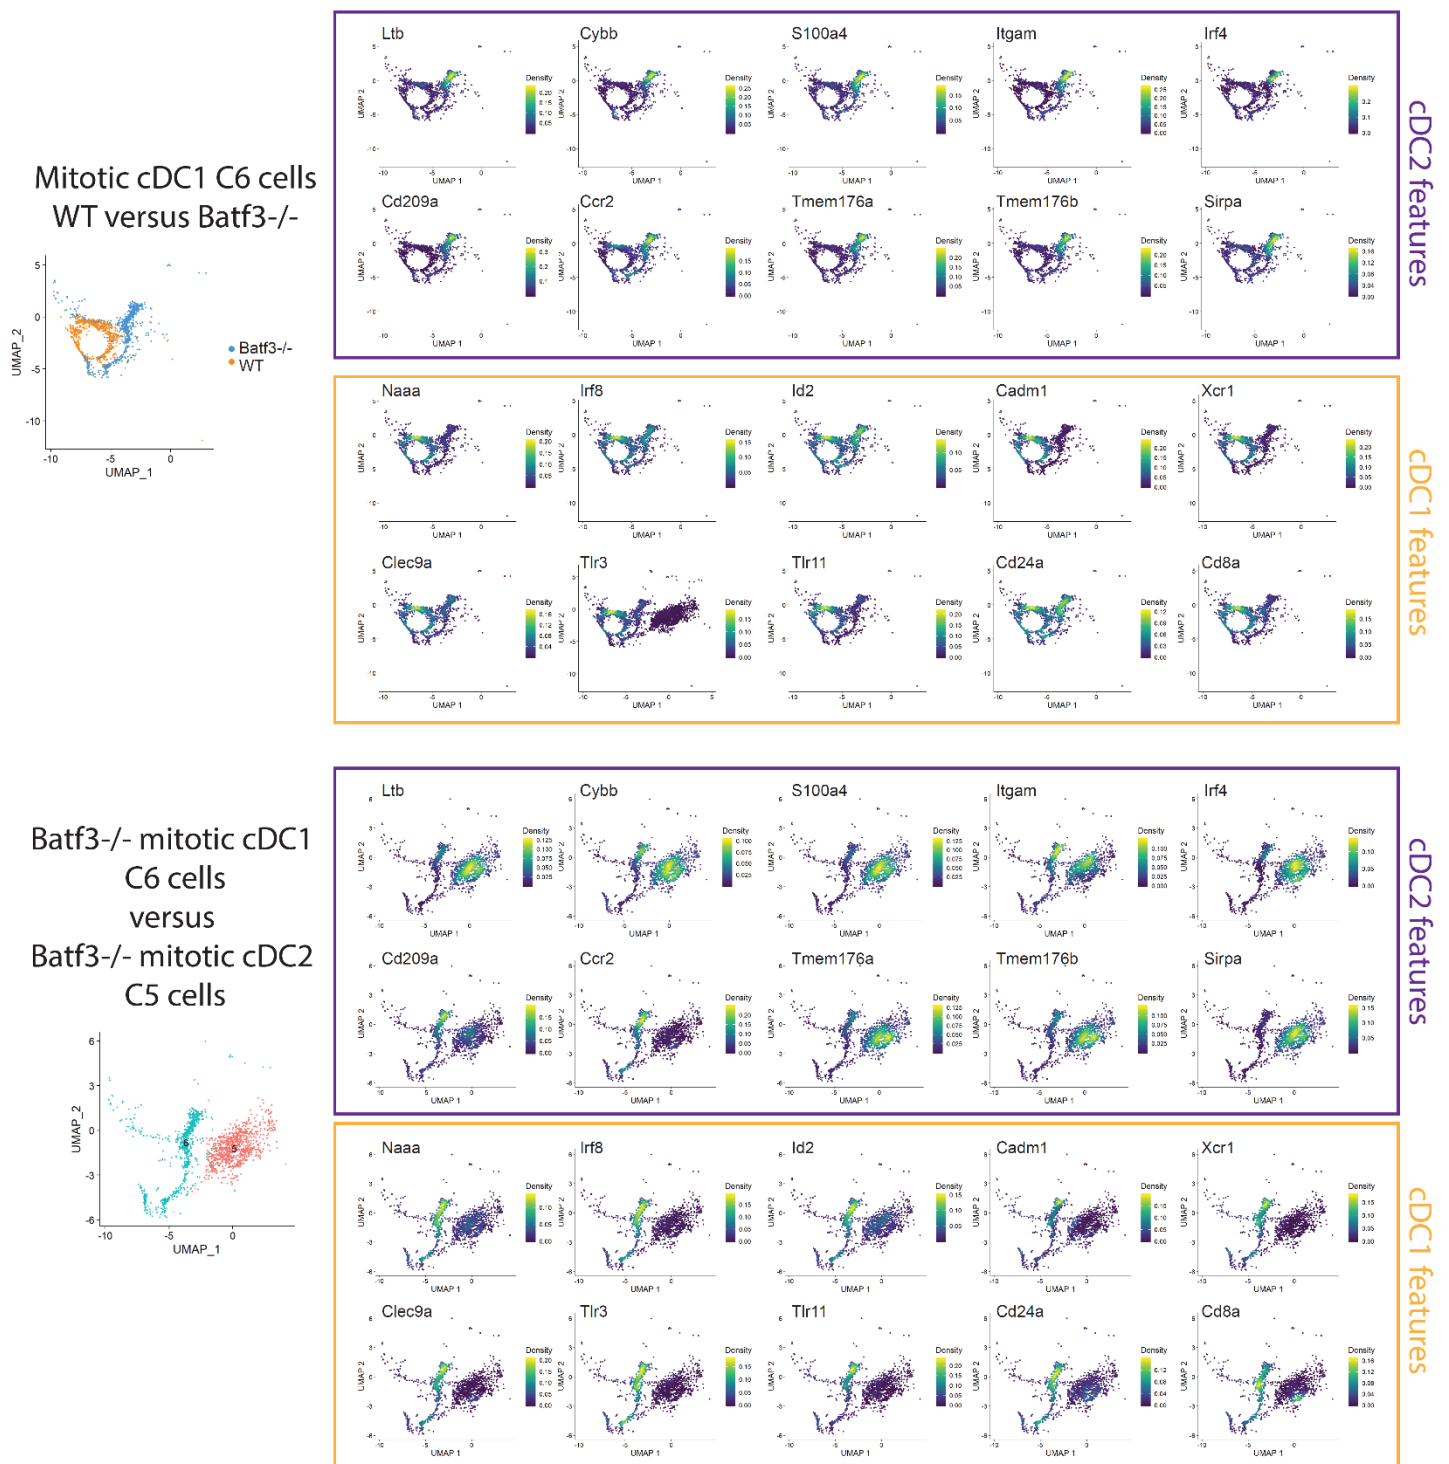

**Figure S5. Residual mitotic cDC1-like cells in *Batf3*<sup>-/-</sup> mice increase expression of cDC2 features, related to Figure 5.** Gene expression of cDC1 and cDC2 features was compared between WT and *Batf3*<sup>-/-</sup> of mitotic cDC1 (C6) cells (upper panels), or between *Batf3*<sup>-/-</sup> of mitotic cDC1 (C6) and *Batf3*<sup>-/-</sup> of mitotic cDC2 (C5) cells (lower panels).

# TRANSPARENT METHODS

## Key resources table

| REAGENT or RESOURCE                           | SOURCE      | IDENTIFIER                                                   |
|-----------------------------------------------|-------------|--------------------------------------------------------------|
| <b>Antibodies</b>                             |             |                                                              |
| Anti-mouse CD11c (PE-Dazzle)                  | Biolegend   | Cat#117348;<br>RRID:<br>AB_2563655;<br>Clone: N418           |
| Anti-mouse I-A/I-E (APC-Cy7)                  | Biolegend   | Cat#107628;<br>RRID:<br>AB_2069377;<br>Clone:<br>M5/114.15.2 |
| Anti-mouse/human CD11b (Alexa Flour 700)      | Biolegend   | Cat#101222;<br>RRID:<br>AB_493705;<br>Clone: M1/70           |
| Anti-mouse CD8a (PE)                          | eBioscience | Cat#12-0081-82;<br>RRID:<br>AB_465530;<br>Clone; 53-6.7      |
| Anti-mouse/human CD11b (Brilliant violet 510) | Biolegend   | Cat#101245;<br>RRID:<br>AB_2561390;<br>Clone: M1/70          |
| Anti-mouse TCRb (Biotin)                      | Biolegend   | Cat#109204;<br>RRID:<br>AB_313427;<br>Clone: H57-597         |
| Anti-mouse CD19 (Biotin)                      | Biolegend   | Cat#115504;<br>RRID:                                         |

|                             |                |                                                      |
|-----------------------------|----------------|------------------------------------------------------|
|                             |                | AB_313639;<br>Clone: 6D5                             |
| Anti-mouse CD45 (BUV615)    | BD Biosciences | Cat#751170;<br>RRID:<br>AB_2875194;<br>Clone: 30-F11 |
| Anti-mouse CD3 (BV750)      | Biolegend      | Cat# 100225;<br>RRID:<br>AB_10900444;<br>Clone: 17A2 |
| Anti-mouse CD19 (BV570)     | Biolegend      | Cat# 115535;<br>RRID:<br>AB_10933260;<br>Clone: B4   |
| Anti-mouse Ly6G (BUV737)    | BD Biosciences | Cat# 741813;<br>RRID:<br>AB_2871151;<br>Clone: 1A8   |
| Anti-mouse PDCA1 (APC)      | Biolegend      | Cat# 127015;<br>RRID:<br>AB_1967101;<br>Clone:927    |
| Anti-mouse CD11b (APC-R700) | BD Biosciences | Cat# 564985;<br>RRID:<br>AB_2739033;<br>Clone: M1/70 |
| Anti-mouse Ly6C (FITC)      | Biolegend      | Cat# 128005;<br>RRID:<br>AB_1186134;<br>Clone: HK1.4 |
| Anti-mouse I-A/I-E (BV711)  | Biolegend      | Cat# 107643;<br>RRID:<br>AB_2565976;                 |

|                                                           |                          |                                                         |
|-----------------------------------------------------------|--------------------------|---------------------------------------------------------|
|                                                           |                          | Clone:<br>M5/114.15.2                                   |
| Anti-mouse CD11c (BV421)                                  | Biolegend                | Cat# 117329;<br>RRID:<br>AB_10897814;<br>Clone: N418    |
| Anti-mouse CD24 (BV605)                                   | Biolegend                | Cat# 101827;<br>RRID:<br>AB_2563464;<br>Clone: M1/69    |
| Anti-mouse XCR1 (BV650)                                   | Biolegend                | Cat# 148220;<br>RRID:<br>AB_2566410;<br>Clone: ZET      |
| Anti-mouse CD33 (PE)                                      | Thermo Fisher Scientific | Cat# 12-0331-80;<br>RRID:<br>AB_2637178;<br>Clone: 9A11 |
| Anti-mouse CD172A (PerCP eFluor710)                       | Thermo Fisher Scientific | Cat# 46-1721-82;<br>RRID:<br>AB_10804639;<br>Clone: P84 |
| Anti-mouse CD4 (BUV496)                                   | BD Biosciences           | Cat# 612952;<br>RRID:<br>AB_2813886;<br>Clone: GK1.5    |
| Anti-mouse CD11c (Totalseq-A0106, GTTATGGACGCTTGC)        | Biolegend                | Cat#: 117355;<br>RRID:<br>AB_2750352;<br>Clone: N418    |
| Anti-mouse/ human CD11b (Totalseq-A0014, TGAAGGCTCATTTGT) | Biolegend                | Cat#: 101265;<br>RRID:                                  |

|                                                           |           |                                                        |
|-----------------------------------------------------------|-----------|--------------------------------------------------------|
|                                                           |           | AB_2734152;<br>Clone: M1/70                            |
| Anti-mouse CD172a (Totalseq-A0422,<br>GATTCCTTGTAGCA)     | Biolegend | Cat#: 144033;<br>RRID:<br>AB_2800670;<br>Clone: P84    |
| Anti-mouse CD370 (Totalseq-A0556,<br>AACTCAGTTGTGCCG)     | Biolegend | Custom-built;<br>Part #: 96461;<br>Clone: 7H11         |
| Anti-mouse CD4 (Totalseq-A001,<br>AACAAGACCCTTGAG)        | Biolegend | Cat#: 100569;<br>RRID:<br>AB_2749956;<br>Clone: RM4-5  |
| Anti-mouse CD8a (Totalseq-A002,<br>TACCCGTAATAGCGT)       | Biolegend | Cat#: 100773;<br>RRID:<br>AB_2734151;<br>Clone: 53-6.7 |
| Anti-mouse F4/80 (Totalseq-A0114,<br>TTAACTTCAGCCCGT)     | Biolegend | Cat#: 123153;<br>RRID:<br>AB_2749986;<br>Clone: BM8    |
| Anti-mouse Siglec H (Totalseq-A0119,<br>CCGCACCTACATTAG)  | Biolegend | Cat#: 129615;<br>RRID:<br>AB_2750537;<br>Clone: 551    |
| Anti-mouse, rat XCR1 (Totalseq-A0568,<br>TCCATTACCCACGTT) | Biolegend | Cat#: 148227;<br>RRID:<br>AB_2783120;<br>Clone: ZET    |
| Anti-mouse CD24 (Totalseq-A0212,<br>TATATCTTTGCCGCA)      | Biolegend | Cat#: 101841;<br>RRID:<br>AB_2750380;<br>Clone: M1/69  |

|                                                         |                         |                                                     |
|---------------------------------------------------------|-------------------------|-----------------------------------------------------|
| Anti-mouse CD117 (Totalseq-A0012, TGCATGTCATCGGTG)      | Biolegend               | Cat#: 105843;<br>RRID:<br>AB_2749960;<br>Clone: 2B8 |
| <b>Biological Samples</b>                               |                         |                                                     |
| N/A                                                     |                         |                                                     |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>    |                         |                                                     |
| Collagenase D                                           | Roche                   | 11088858001                                         |
| DNase                                                   | Roche                   | 11284932001                                         |
| <b>Critical Commercial Assays</b>                       |                         |                                                     |
| EasySep™ Mouse Streptavidin RapidSpheres™ Isolation Kit | EasySep                 | Cat#19860                                           |
| LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit             | Invitrogen              | Cat#L34965                                          |
| Viability stain FVS                                     | BD Biosciences          | Cat#566332                                          |
| <b>Deposited Data</b>                                   |                         |                                                     |
| <a href="#">GSE149544</a>                               | NCBI GEO                |                                                     |
| <b>Experimental Models: Cell Lines</b>                  |                         |                                                     |
| N/A                                                     |                         |                                                     |
| <b>Experimental Models: Organisms/Strains</b>           |                         |                                                     |
| C57BL/6                                                 | Animal Resources Centre | Product code: A2KB                                  |

|                                                          |                       |                                                                                                                                                         |
|----------------------------------------------------------|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Batf3</i> <sup>-/-</sup>                              | Jackson Laboratories  | Stock#013755                                                                                                                                            |
| <b>Oligonucleotides</b>                                  |                       |                                                                                                                                                         |
| AF647-dT [5'-5A <sub>lex</sub> 647N-T <sub>30</sub> -3'] | IDT                   |                                                                                                                                                         |
| <b>Recombinant DNA</b>                                   |                       |                                                                                                                                                         |
| N/A                                                      |                       |                                                                                                                                                         |
| <b>Software and Algorithms</b>                           |                       |                                                                                                                                                         |
| IDEAS                                                    | Life Science Research |                                                                                                                                                         |
| Kaluza                                                   | Beckman Coulter       | <a href="https://www.beckman.com.au/flow-cytometry/software/kaluza">https://www.beckman.com.au/flow-cytometry/software/kaluza</a> ;<br>RRID:SCR_016182; |
| GraphPad Prism                                           | Prism version 7       | <a href="https://www.graphpad.com/scientific-software/prism">https://www.graphpad.com/scientific-software/prism</a> ;<br>RRID:SCR_002798                |
| bcl2fastq                                                | 2.2.0                 |                                                                                                                                                         |
| Cellranger                                               | 3.0.2                 |                                                                                                                                                         |
| Seurat                                                   | 3.0.5                 |                                                                                                                                                         |
| SingleR                                                  | 1.0                   |                                                                                                                                                         |
| Nebulosa                                                 | 0.99.92               |                                                                                                                                                         |

|              |         |  |
|--------------|---------|--|
| AUCell       | 1.12.0  |  |
| Velocyto     | 0.17.15 |  |
| scvelo       | 0.2.1   |  |
| <b>Other</b> |         |  |
| N/A          |         |  |

## Experimental models and subject details

### *Mice*

C57BL/6 mice (WT) were obtained from the Animal Resources Centre (Perth, Western Australia, Australia). *Batf3*<sup>-/-</sup> mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) and bred in house. All mice were kept under specific pathogen-free conditions at the Biological Research Facilities of Translational Research Institute. All animal procedures and experiments were performed in compliance with the ethical guidelines of the National Health and Medical Research Council of Australia, with approval from the IMVS Animal Ethics Committee and the University of Queensland Animal Ethics Committee (UQDI/452/1)

## Method details

### *Cell isolations*

Spleens were removed from CO<sub>2</sub>-euthanised mice and injected with 0.5mg/ml collagenase D (Roche, 11088858001) and 0.1 mg/ml DNase (Roche, 11284932001) diluted in PBS 10% FCS for 30 min at 37° C. The tissue was mechanically disrupted by straining through a 70 mm cell strainer (BD Falcon) into 50 ml falcon tubes and washed with PBS to a total volume of 15 ml. Single cell suspensions were centrifuged at 350g for 7 min, followed by red blood cell lysis using ammonium chloride potassium (ACK) buffer for 2 min on ice and subsequent wash with PBS. Cell pellets were resuspended in 2.5 ml PBS buffer. Cells were counted using TC20 automated cell counter (Bio-Rad) by staining with trypan blue (Sigma-Aldrich) for dead cell discrimination.

### *T and B cell depletion*

To enrich splenic dendritic cells, T and B cells were depleted from splenic single cell suspension using EasySep Mouse Streptavidin RapidSpheres (StemCell Technologies) in accordance to the manufacturer's protocol. Biotin conjugated antibodies used for depletion were TCRb (Biolegend; clone H57-597; dilution 1:200) and CD19 (Biolegend; clone 6D5; dilution 1:200). In detail  $1 \times 10^8$  cells were resuspended in 1 ml FACS buffer in round bottomed 5 mL tubes (BD Falcon) and incubated with 5 µl of each antibody for 10 minutes at room temperature. 75 µl of RapidSpheres magnetic beads were added followed by 2.5 minutes of incubation. The tube was placed in an EasySep magnet (STEMCELL Technologies) and incubated for 2.5 minutes before the enriched cells were carefully decanted into a new tube.

### *Flow cytometry analysis*

Approximately 1 million cells from splenic single cell suspension was added to 5 mL round bottomed tubes (BD Falcon) for unstained and single stain controls. For samples with multiple stains approximately 4 million cells were added to each tube. 1 ml of PBS was added to all tubes before centrifuging at 350g for 5 min. To exclude dead cells, samples were treated with live/dead stain (Invitrogen, dilution 1:250 or BD Bioscience 1:500) diluted in PBS for 20 minutes on ice followed by PBS wash and centrifugation. Cells were incubated with FC block (BD Pharmingen; dilution 1:100) at 4°C for 10 minutes. Cells were incubated with anti-mouse monoclonal antibodies in FACS buffer (2% HI FBS, 1x PBS, 2 mM EDTA) for 20 minutes on ice. Cells were washed with FACS buffer and centrifuged, followed by resuspension in 400 µl FACS buffer. BD LSR Fortessa X20 and BD Symphony flow cytometers were used to acquire cells and Kaluza software (Beckman Coulter) was used for compensation and analysis.

#### *Imaging flow cytometry*

After T and B cell depletion the cells were incubated with Hoechst dye and FC block (BD Pharmingen; dilution 1:100) at 4°C for 10 minutes. mAbs against CD11c (Clone: N418; dilution 1:50), MHCII (Clone: M5/114.15.2; dilution 1:100), CD11b (Clone: M1/70; dilution 1:50), and CD8 (Clone: 53-6.7; dilution: 1:100) were used and the samples were incubated at 4°C for 30 minutes. The cells were acquired on an AMNIS ImageStreamX MkII (Luminex Corporation) and analysed using IDEAS software (Life Science Research).

#### *Flow cytometric activated cell sorting*

For CITE sequencing,  $2 \times 10^8$  of pooled splenocytes from six C57BL/6 and six *Batf3*<sup>-/-</sup> mice respectively were resuspended in 1 mL FACS buffer and used for downstream analysis. Following T and B cell depletion (described above) cells were incubated with FC block (BD Pharmingen; dilution 1:100) simultaneously with live-dead Aqua stain (Invitrogen, dilution 1:250). Cells were subsequently stained with anti-mouse monoclonal antibodies against MHCII and CD11c in accordance with the staining protocol described above. Live MHCII<sup>+</sup>CD11c<sup>+</sup> cells from each genotype were sorted into 1.5ml tubes (Eppendorf) containing 500µl 100% FCS using droplet-based sorters. Sorted cells were centrifuged at 350g for 5 minutes.

#### *Incubation of barcoded antibodies*

Sorted DC cell pellets were resuspended in 50 µl FACS buffer and incubated with 5 µl FC block for 10 minutes on ice, followed by PBS wash and centrifugation. We added 0.5 µg of each TotalSeq-A antibody (Biolegend) as an antibody pool to each of the samples. Cells were transferred to 1.5 mL tubes (Eppendorf) and incubated for 30 minutes on ice, followed by wash using 2% BSA/ 0.01%

Tween in PBS and centrifugation at 350g for 5 minutes at 4°C. DCs were resuspended in FACS buffer, cell viability and numbers were estimated by manual counting using trypan blue.

### *Single cell RNA sequencing*

Sample preparation and 10x Chromium pipeline was performed in accordance with the manufacturer's protocol. To target 12,500 cells per sample ~25 000 cells of each genotype were loaded onto the chip for Chromium Single Cell Gel Bead and Library Kit v3 (10x Genomics) to account for a ~50% cell loss during microfluidics processing. The 10x Genomics User Guide was followed for GEM generation and barcoding, cDNA amplification and library construction. Eleven cDNA amplification cycles were performed, and one quarter of the cDNA was used as input for library construction. Library construction for CITE-seq was conducted in accordance with TotalSeq-A antibody manufacturer protocol (Biolegend, v.3). Final indexing PCR was performed in a C1000 Touch thermal cycler with a Deep Well Reaction Module (Bio-Rad). For gene expression and CITE-seq libraries 11 and 10 SI-PCR cycles were used, respectively. Using the High Sensitivity DNA kit on Agilent BioAnalyser 2100 the libraries were quantified (Agilent, 5067-4626). Equimolar ratios were used to pool gene expression libraries, and of the total sequencing pool concentration 10% were spiked in cell hashing libraries. Quantification of the final pool was conducted by qPCR using KAPA Library Quantification Kit in combination with the Life Technologies Viia 7 real time PCR instrument (KAPA Biosystems, KK4824). Illumina NextSeq-500 was used for sequencing the denatured libraries using a 150 cycle High-Output Kit. This included Read 1 (28 bp) supplying the cell's barcode (16nt) and UMI (12nt), i7 (8bp) for sample index and Read 2 (111 bp) to capture the 3' sequence of the transcripts. In total, two sequencing runs were performed to obtain an average read depth of ~30,000 reads per cell.

### Quantification and statistical analysis

#### *Single cell RNA sequencing data analysis*

The Illumina sequencing output was processed using the 10x Genomics Cell Ranger 3' gene expression and feature barcoding pipeline (v3.0.2). Illumina bcl2fastq (v2.2.0) was used to demultiplex the raw Illumina reads and generate FASTQ files for individual RNA and ADT libraries. Cellranger count was used to map the sequencing reads to the GRCm38 (mm10) mouse reference genome, and the aggregate function was used to combine the libraries into a single matrix and correct for differences in sequencing depth. The aggregated gene expression and antibody count data, comprising wildtype and knockout libraries were further processed and analysed using Seurat (v3.0.5) (Stuart et al., 2019). Filtering and quality control were performed to remove outlier cells and

transcripts. Transcripts were retained if they were expressed in at least 3 cells, and a preliminary filtering of cells was done to remove cells with fewer than 200 transcripts. Further filtering was done based on number of transcripts in each cell with a lower threshold of 500 transcripts and the maximum number of transcripts per cell set to 5000. Cells with mitochondrial or ribosomal reads accounting for more than 20% and 50% respectively, were excluded from downstream analysis. Cell-cell gene expression variation was normalised using log transformation and the antibody counts were normalised using centered log-ratio (CLR), each followed by scaling as implemented in the Seurat pipeline. To reduce the dimensionality, we performed principal component analysis (PCA) and the cut-off was set to where an ‘elbow’ was observed in the curve. The first 16 PCs were used to construct a k-nearest neighbour graph using the FindNeighbors function in Seurat. Similar cells were then grouped together using the Louvain algorithm in the FindClusters function using the default resolution of 0.5 (Stuart et al., 2019). Cells were visualised in a two dimensional space using non-linear dimensional reduction via uniform manifold approximation and projection (UMAP) implemented in the Seurat pipeline.

#### *Multi-modal cell type classification*

Cell identities were first predicted by SingleR analysis using the Immunological Genome Project (ImmGen) database as a reference (<https://github.com/dviraran/SingleR>). Single cells and clusters were annotated based on gene expression markers of immune cell subsets described in ImmGen. Gene set enrichment analysis (GSEA) was performed using DC lineage-specific gene signatures outlined and referenced in Suppl. File 1 and using the AUCell package. Populations were further identified using known markers characteristic to cDC1, cDC2 and pre-cDCs. Unbiased population identification was performed by differential gene expression analysis. Using the FindAllMarkers algorithm implemented in Seurat, we obtained positive gene markers, expressed in at least 25% of the cells at a minimum of 0.25-fold difference (log-scale) between the cluster and the remainder of the dataset. The top 10 differentially expressed genes were visualised in a heatmap. Clusters were further distinguished by differential expression between specific populations and expression of DC lineage-specific gene markers. Cell cycle phase prediction was performed in Seurat using a dataset of cell-cycle-specific gene markers (Kowalczyk et al., 2015). Cells were assigned to the G2/M and S phases based on expression of gene markers associated to these phases. Cells not expressing markers of either G2/M or S phases were assigned to G1.

#### *RNA velocity*

Spliced and unspliced transcripts were identified for each cell using velocity in combination with the position sorted BAM files produced by cellranger for the wildtype and *Batf3*<sup>-/-</sup> samples. The

individual velocity results for each sample were merged and the cell barcodes were matched to only contain the cell barcodes present in the Seurat object used for the main expression analysis. Next, a loom file was created from the full Seurat object, and the merged velocity data was processed and analysed using scvelo.

#### *Protein expression profiles using oligo-tagged antibodies (CITE-seq)*

To account for non-specific binding of the TotalSeq-A antibodies, we defined antibody-specific thresholds using flow cytometry analysis of the TotalSeq-A antibodies hybridised to a fluorochrome-conjugated oligo-dT probe and incubated with C57BL/6 splenocytes together with fluorochrome conjugated antibodies against CD11c and MHCII (Fig. S4B). After pre-selection of DCs, the percentage of positive staining of TotalSeq-A antibodies was translated into an adt bin value, which was used as cut-off point for the adt data. All values below the antibody-specific cut off point were set to zero. The bin-corresponding adt threshold value determined in C57BL/6 was subsequently applied as cut-off in the *Batf3*<sup>-/-</sup> data.

#### *Statistical analysis*

Analysis of data was performed using either unpaired two-tailed Student's t test or one-way ANOVA with Tukey's multi-comparison post-hoc test with a 95% confidence interval (Prism, GraphPad Software). \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ . Information regarding number of replicates, sample size, significance test, value and meaning of n for each experiment are included in each figure legend. CITE-seq experiment was performed once.

#### Data availability

The accession number for the sequencing data reported in this paper is GSE149544.

## SUPPLEMENTAL REFERENCES

- KOWALCZYK, M. S., TIROSH, I., HECKL, D., RAO, T. N., DIXIT, A., HAAS, B. J., SCHNEIDER, R. K., WAGERS, A. J., EBERT, B. L. & REGEV, A. 2015. Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. *Genome Res*, 25, 1860-72.
- STUART, T., BUTLER, A., HOFFMAN, P., HAFEMEISTER, C., PAPALEXI, E., MAUCK, W. M., 3RD, HAO, Y., STOECKIUS, M., SMIBERT, P. & SATIJA, R. 2019. Comprehensive Integration of Single-Cell Data. *Cell*, 177, 1888-1902 e21.

How the deposited data were processed for this re-analysis (not part of the article)

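CITE-seq measured transcripts and antibody-derived tags (adt) in sorted splenic CD11c+ MHCII+ cells of WT and Batf3−/− mice. Each genotype is 1 library from the pooled spleens of 6 mice, and the experiment was performed once. The WT library holds 12224 cells with 122530055 UMIs and 6969819 adt counts, and the Batf3−/− library 12119 cells with 114517073 UMIs and 8261360 adt counts; 1 Batf3−/− cell carries 249562 adt counts. Per cell the depth ran from 753 to 37040 UMIs in WT and from 741 to 32835 in Batf3−/− cells.

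The authors aligned reads with Cell Ranger to GRCm38, aggregated the libraries so that sequencing depth was evened, and filtered cells in Seurat. The deposited raw tables hold counts, as UMIs per gene and cell and as tag UMIs per antibody and cell. In the normalized RNA tables the authors deposited the natural log of 1 plus the count scaled to 10000 per cell. The normalized adt tables are also deposited on a natural log scale, as the centered log ratio of each antibody across the cells of 1 library. Mitochondrial and ribosomal shares are deposited as a fraction of each cell's UMIs, and the S and G2M values are the score that the authors' Seurat run gave each cell. Cluster numbers, SingleR labels and phases are deposited labels. Recomputing totals, detected genes and mitochondrial and ribosomal fractions from the raw counts gave the deposited values in 24343 of 24343 cells, apart from rounding. The normalized tables differed from the stated formulas by at most 6.22e-15 for RNA, checked in every 10th gene, and 6.84e-14 for adt.

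The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9. Gene levels are summed raw UMIs of a cluster and library over all its UMIs, per 1000000 (CPM), with exact Poisson 95% intervals. Ratios between genotypes are log2 ratios of CPM with an exact interval from the binomial split of the summed UMIs. Shares carry Clopper-Pearson 95% intervals. All of these cover counting error only. With 1 library per genotype no test between genotypes is possible, and none was made between cells. A gene with no UMI on 1 side is given as at least a fold against a floor of 3 counts. For shares of cells with a UMI each cell was thinned without replacement to 1000 UMIs, which left out 28 WT and 42 Batf3−/− cells; 2000 and 5000 UMIs were alternatives, and 2000 left out 461 and 508.

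Gene set scores rank the genes of a cell by UMIs and take the area under the recovery curve over the top 5% of 17751 genes, which is 888 genes. The sets are those of Table S2, less genes absent from the files. Phases were also recomputed from 40 S genes of Table S5 and 10 G2M genes. The adt thresholds are the quantiles of the normalized WT values that Fig. 4A gives: 65 for CD8A, 40 for CD11B and CD24, 60 for CD172A, 70 for XCR1 and 50 for CD4. The adt rows are unnamed, and 6 of 11 were assigned to antibodies by the medians of 2 to 5 clusters printed in Fig. 4B. The next best assignment was off by a mean of at least 4.5 counts. By correlation with its gene, the assigned row ranked 2 among the rows for CD172A, 3 for XCR1 and 1 for the other antibodies. The remaining 5 rows were not used here. C3 was divided by Leiden clustering at resolution 0.3 on 1000 variable genes, 16 components and 20 neighbours, with 34 genes that the text names left out. Doublets were called with Scrublet in scanpy for each library. At an expected rate of 0.05 it marked 461 WT cells and none of the Batf3−/− library; at 0.10 it marked 541 and 244, and the latter calls were used, a choice made after the calls had been seen. Gene positions come from GENCODE M21.

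The cells were grouped by the authors' clusters and by library, as the labels give them. The named genes were fixed by a rule: every gene the paper names for the claim, and the 3 highest and 3 lowest ratios of each genotype comparison among genes with a mean of at least 50 CPM and at least 20 UMIs. Settings, alternatives and this rule were fixed before the data were examined, apart from those said to be chosen later. The alternatives were other weightings and totals for gene levels, other thresholds and scales for adt, other depths for shares of cells, other score definitions, cell cycle phases apart, doublets left out, other denominators for shares, and other resolutions for the states of C3.

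The intervals, ratios, scores and thinning were tested on simulated data before use. In Poisson counts simulated from C6, 200 genes were changed. The interval covered the simulated log2 ratio for 190 of the 200, with the simulated sign in each of the 200. It covered 0 for 95.4% of unchanged genes. The interval assumes Poisson counts, so this checks its computation and not the spread between cells. The percentile of a gene list passed 97.5 in 1 of 40 runs with no effect and in 39 of 40 with the spread doubled. The genes of these runs were drawn independently of each other. The sums of cDC1 and cDC2 genes had a correlation of −0.908 in a simulated mixture and −0.0202 in cells at a middle level.

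Flow cytometry, RNA velocity, smoothed density plots and pathway enrichment were not analysed here. Tables S3, S6 and S8 were at hand only in part, so no test over their lists was made. Results for some genes are not reported here.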

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

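A pair of results stood out in data that the paper does not discuss. Both the within-cluster test of genes near Batf3 and the test of Batf3 in C1 of the mutant were chosen only after the result was seen.

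Genes near Batf3 on chromosome 1 were compared between the genotypes, because alleles of the strain in which the gene was targeted can be carried along with the locus. Genes with a mean of at least 20 CPM and at least 20 UMIs were kept. For the 65 of these within 20 Mb of Batf3, the median absolute log2 ratio was taken in the pooled Sirpa+ clusters. It was at percentile 86.57 of 10000 lists matched on expression. In C0 alone it was at 98.46 and in C1 alone at 42.78. The rest of chromosome 1 was at 72.73 in the pooled clusters, 90.17 in C0 and 73.07 in C1. As the mean of log2 ratios within 9 clusters, for 54 genes, it was at 99.96, against 58.22 for the rest of chromosome 1. Windows of 5, 10 and 40 Mb in the pooled clusters gave 54.54, 69.95 and 91.68. Among the 65 genes, the largest ratios were those of Slamf8 (−0.78, lower in 9 of 9 clusters), Mndal (0.76, higher in 8 of 9) and Pea15a (0.72, higher in 9 of 9). Ifi207 (−0.56) and Ifi209 (−0.43) followed, each lower in 9 of 9. Ifi204, at 3.95 in C10 with 7 and 166 UMIs, lies in the window but is not among the 65. A difference in the make-up of the pool argues for the comparison within clusters, which does not carry it. Alleles carried along with the locus could give this pattern, and an effect of Batf3 on these genes could give it too; with 1 library of each genotype, and with percentiles in the top 2.5% of lists in only part of the settings, these cannot be told apart.

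Batf3 UMIs remained in Batf3−/− cells: 285 in the library, of which 159 were in C1 at 11.6 CPM. RNA free in the droplets, or reads swapped from the WT library, would spread over clusters in like amounts. C0, with a median of 6871 UMIs per cell against 6576.5 in C1, was at 1.65 CPM, C3 at 0.198 and C6 at 0.446, although C6 had 288 CPM in WT. Higher than C1 were C9, at 17.4 CPM from 15 UMIs, and C12, at 21.7 CPM from 6 UMIs of which 5 were in 1 cell. C9 has the fewest UMIs per cell, where free RNA weighs most. The Batf3−/− library as a whole was at 2.49 CPM, below the interval of C9 (9.72 to 28.7 CPM). Free RNA with the make-up of that library would therefore not give the level of C9. Swapped reads were not tested in C9, and the source of its 15 UMIs stays open. The difference between C1 and C0, at like depth, argues against free or swapped RNA as the whole source. A residual transcript of the targeted locus may be read in C1, as a candidate explanation found from the same values; a transcript from another place that aligns to Batf3 was not tested and stays open.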

How the results depend on the processing

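Chosen only after the result was seen were thinning to 5000 UMIs, the cDC2a set without cell cycle genes, the use of doublet calls at an expected rate of 0.10 to leave out cells, and the ratios near Batf3 taken within clusters. No alternative set beforehand was left out. Of 409 alternative values, 316 are counted as unmoved and 83 as moved with the same sign, 2 entered the top 2.5% of random lists, which the reported value had not, and 8 changed sign. Unmoved means within the counting interval of the reported value, for counts and ranks within 1.5 times it, for percentiles on the same side of the top 2.5%, and for genotype differences of log-normalized values and the ratio of the C3 shares of the same sign.

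Single genes gave 195 of these values, with 151 unmoved, 38 moved and 6 of changed sign. The G1 cells of C6 gave 24, with 4 unmoved, 17 moved and 3 of changed sign, and the S and G2M cells 25, with 5 moved. Leaving out doublets moved 13 of 60 values. The mean of each cell's CPM moved 3 of 40 and changed the sign of 1, leaving mitochondrial and ribosomal genes out of the total moved 1 and changed the sign of 1, and log-normalized values changed the sign of 1. None of 19 values moved with the non-DC clusters left out, where the WT shares of single clusters could not move, and none of 7 scores after thinning to 1000 UMIs. Median-of-ratios scaling shifted every C6 ratio by the same 0.0074 log2, and the stated cell filters removed no cell, so these alternatives, with 25 and 16 of the 316 unmoved values, say nothing about stability.

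With doublets left out the WT share of C4 was 16.8%. With the cDC1 clusters left out the share of C3 was 8.12% in WT and 13.6% in Batf3−/− cells, since the totals are smaller. At an expected rate of 0.10 the doublet caller marked 4.43% of WT and 2.01% of Batf3−/− cells, against 3.77% and 0% at 0.05.

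C7 was at rank 6 by cDC2a score with the cell cycle genes left out of the set, at rank 1 over the top 10% of genes and at rank 1 by mean log-normalized expression. Recomputed phases put 96.7% of C5, 89.1% of C6 and 96.1% of C10 in S or G2M. In the WT library alone C9 was at rank 1 and C17 at rank 2 by mitochondrial share. The cause was not tested for the score definitions, phases and ranks.

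For the adt in C6, the Batf3−/− minus WT difference in the share above threshold was −4.24 percentage points for CD8A with the quantile 10 lower, −27.7 with it 10 higher and −37.5 on raw counts. On raw counts it was −43.3 for XCR1 and 28.1 for CD172A. For CD24 the sign changed, to −0.186 with the quantile 10 lower and −0.784 on raw counts, from 0.179. The cause was not tested.

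Without a threshold, as Spearman's rho and on the log of raw counts, the correlation of RNA and adt was 0.667, 0.586 and 0.662 for CD8A, 0.579, 0.558 and 0.573 for CD24, 0.425, 0.380 and 0.425 for XCR1, and 0.197, 0.253 and 0.280 for CD172A. Spearman's rho was 0.288 for CD11B and 0.380 for CD4. The cause was not tested.

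Shares of cells with a UMI rise with depth by construction. Cd8a and Itgam were found together, unthinned, at 5000 UMIs and by both adt thresholds, in 5.45%, 1.72% and 13.2% of Batf3−/− C3 cells, 2.84%, 1.49% and 14.3% of WT C3 cells, and 13.6%, 2.90% and 31.6% of Batf3−/− C6 cells. Cd33 was found in 4.54% of C3 cells at 1000 UMIs, 7.31% at 2000 and 15.9% at 5000. A resolution of 0.5, which sets how finely cells are divided, gave 5 states of C3. With 2000 variable genes the number of states was 3 as reported, but state A held 196 cells in place of 512.

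The percentile of the genes near Batf3 was 98.46 in C0 alone and 99.96 within clusters. In the G1 cells of C6 the log2 ratio changed sign for Ccr2 (−0.93), Id2 (0.46) and Sirpa (−0.62). That of Id2 became 0.00032 with mitochondrial and ribosomal genes left out of the total, and that of Cd24a became −0.0285 as the mean of each cell's CPM and −0.0518 on log-normalized values; for Id2 and Cd24a the reported ratios lie within 0.1 of 0. The cause was not tested.

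Depth limits the genotype ratios in C4 and C12, with 31 Batf3−/− cells each, in C17 and C18, with 1 and 2, and in the G1 cells of C6, with 13 from WT. No paired analysis was possible because each genotype is 1 pooled library, and no replicate was there to leave out.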

Differences from the paper's values

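The paper's Pearson's r of CD8A and Cd8a is 0.75; here r was 0.622 over both libraries. The alternatives set before the data were examined, no threshold (0.667), log of raw counts (0.662) and Spearman's rho (0.586), differ from it as well. For CD24 and Cd24a the paper's value is about 0.63 in Fig. S3F, read by eye, and here it was 0.536; the same alternatives (0.579, 0.573 and 0.558) still differ. For XCR1 and Xcr1 the paper's value is about 0.57 in Fig. S3F, read by eye, and here it was 0.399; the alternatives (0.425, 0.425 and 0.380) still differ. For CD172A and Sirpa the paper's value is about 0.34 in Fig. S3F, read by eye, and here it was 0.222; the alternatives (0.197, 0.280 and 0.253) still differ. For CD4 and Cd4 the paper's value is about 0.33 in Fig. S3F, read by eye, and here it was 0.350; the alternatives (0.357, 0.354 and 0.380) still differ. In the WT library alone r was 0.742 for CD8A, 0.624 for CD24, 0.560 for XCR1 and 0.343 for CD172A, each within 0.01 of the paper's value, and 0.375 for CD4, which is not. In the Batf3−/− library alone r was 0.324 for CD4, within 0.01 of the paper's value. For CD11B and Itgam the paper's value is about 0.25 in Fig. S3F, read by eye, and here r was 0.253 over both libraries, within 0.01 of it, and 0.272 in the WT library alone, which is not. No single choice of library reaches the paper's value for all 6 pairs.

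The paper places the highest Cd7 level of the cDC2a clusters in C0. Here Cd7 was at 383 CPM in C0 and 438 CPM in C10. C10 was also the higher as the mean of each cell's CPM (483 against 384), on log-normalized values (1.53 against 1.27) and with mitochondrial and ribosomal genes left out of the total (578 against 546). The paper also describes the cDC1 clusters and C1 as without Cd7. Here Cd7 was at 49.3 CPM in C12, 20.0 CPM in C4 and 102 CPM in C1.

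The paper states that Itgax is lower in C9 and C17. Here Itgax was at 295 and 368 CPM there, above each of the 15 other DC clusters, whose highest level was 253 CPM. It was also above them as the mean of each cell's CPM (293 and 362) and with mitochondrial and ribosomal genes left out of the total (367 and 452). On log-normalized values Itgax was at 0.762 in C9, below the median of 0.927 in the other clusters, and at 1.03 in C17, above it.

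The paper gives C7 the highest cDC2a score of the Sirpa+ clusters. By mean score C10 was first here, at 0.0888, with C7 at 0.0864. C7 was first by the median of cells, over the top 10% of genes and by mean log-normalized expression, and at rank 6 with the cell cycle genes left out of the set, which was chosen after seeing the values.

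The paper finds Cd8a and Itgam together in C3 of the mutant and not in C3 of WT. Here cells with a UMI of both were 5.45% of Batf3−/− and 2.84% of WT cells of C3, and 13.6% of Batf3−/− cells of C6. At 1000 UMIs per cell there was 1 such cell in C3 of each genotype.

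The paper calls CD24 on C12 cells comparable with C4. The median adt count was 70 in C12 and 130 in C4, while 94.9% and 99.4% of WT cells were above the threshold. The paper says the same of XCR1, whose median count was 38 in C12 and 47 in C4. Its share of WT cells above threshold was also lower in C12. For CD8A the medians were 96 and 122, while the share above threshold was higher in C12.

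The paper states that XCR1 on cDC1-like cells of the mutant stays above the level of cDC2. Above the XCR1 threshold were 24.5% of Batf3−/− C6 and 26.9% of Batf3−/− C5 cells, with median counts of 27 and 28. C6 was the lower with the quantile 10 lower (31.5% and 36.6%), 10 higher (8.25% and 9.94%) and on raw counts (11.3% and 13.1%) as well. The transcript Xcr1 was at 45.7 CPM and 2.34 CPM in these cells.

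The paper finds Irf8 in few cells of the C3 state with high Cd8a. At least 1 UMI of Irf8 was in 41.2% of cells of state A, at a median of 10009 UMIs per cell. State A was drawn here and set beside the paper's state by its Cd8a level, since the authors' own labels were not used. With 2000 variable genes state A held 196 cells in place of 512, and Irf8 was at 444 CPM in place of 207. The share describes state A and was not measured in the paper's own state.

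The paper states that Sox4+ cDCs express Tlr5 at a low level and no other Toll-like receptor gene. Tlr5 was at 8.44 CPM in C3, where Tlr1 was at 16.6 CPM, Tlr2 at 13.5 and Tlr7 at 9.98. Set across the 15 DC clusters other than C9 and C17, C3 had the highest level of Tlr5, against a median of 3.69 CPM. Its Tlr1 and Tlr2 lay below the medians of 19.0 and 18.1 CPM, and its Tlr7 was at the median. Tlr5 was thus the one of these 4 genes that stood out in C3, though UMIs of the others were read there.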

Other observations

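Chosen only after the result was seen were the test of the C1 and C3 shares without cDC1 cells, the test of Batf3 in C1 of the mutant, the cDC2a set without cell cycle genes, the use of doublet calls at an expected rate of 0.10, the test of the parents' RNA in C6 and thinning to 5000 UMIs.

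C1, the Il4i1+ cDC2, and C3 made up larger shares of the Batf3−/− library, and the paper's text does not name the rise of C1. Loss of cDC1 cells alone would raise every other share by like amounts. With the cDC1 clusters left out of both totals, C1 was still 1.958 times as large a share in Batf3−/− as in WT cells and C3 1.67 times, while C0 was 0.713 times and C8 0.676 times. The largest falls were those of the monocytes in C15 (0.274 times), the NK/ILC/T cells in C13 (0.463 times) and the pDCs in C14 (0.502 times). The change was therefore not limited to C1 and C3, nor to cDCs. Loss of cDC1 cells therefore cannot give the whole of the change. A stronger response to cell isolation in the Batf3−/− library would raise immediate early and heat shock genes in all clusters. The genes went both ways. Hspa8 was higher in Batf3−/− cells, by intervals above 0, in 6 of 6 clusters (log2 ratio 0.178 in C0 and 0.199 in C2) and Hspa1b in 5 of 6, while Junb was lower by intervals below 0 in 5 of 6 (−0.327 in C0 and −0.328 in C2). The median over 12 genes, −0.0926 in C0, therefore decides nothing, and a response to cell isolation cannot be told apart from other explanations. A difference between the 2 pools of mice, or between the libraries, stays open, since there is 1 library per genotype. A change in these cells in the absence of Batf3 is a biological explanation that stays open and untested.

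The 16 genes taken here had at least 100 CPM in WT C4. Their level in Batf3−/− cells of the pooled Sirpa+ clusters was at least 20 times lower. In these clusters 13 of 16 were higher in WT than in Batf3−/− cells, and the median excess was 1.04% of the WT C4 level. A low Batf3−/− level was part of the choice, which tilts such tallies towards WT. Irf8 went the other way most, at 55.7 CPM in WT and 76.8 in Batf3−/− cells of the pool. RNA free in the droplets would add the same share of its C4 level to every gene. The interval of that share covered the median for 5 of 16 genes. In C0 alone 14 of 16 genes were higher in WT, with a median of 0.938%, and the interval covered the median for 6. In C0 P2ry14 and Gm36723 were lower in WT, by intervals that exclude 0, and the excess was 0.209% of the C4 level for Xcr1 and 3.94% for Snx22. Free RNA by itself does not give these differences between genes. It may give part of the excess: in C9, with the fewest UMIs per cell, 14 of 16 genes were higher in WT and the median was 3.45%, and free RNA weighs most in such cells.

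C16 carries transcripts of several lineages, which doublets could produce. The caller marked 1.59% of C16 cells. In WT it marked 3.45% of C16 and 4.43% of the other cells, and in Batf3−/− cells 0% and 2.02%. With 126 cells the 95% intervals reach 11.9% in WT and 5.28% in Batf3−/− cells, above the shares of the other cells. The median doublet score of C16 was 0.142 over both libraries, against 0.0901 in C0, and C16 had a median of 12964.5 UMIs and 3342 genes per cell, against 6871 and 2214 in C0; these values go with doublets. Doublets and cells that express genes of several lineages cannot be told apart here, since few cells are in C16 and the calls depend on the expected rate. No biological explanation was tested.

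By mean cDC2a score C7 stood at rank 2 of the Sirpa+ clusters, and at rank 1 by median. The cDC2a set holds 26 cell cycle genes, and C7 is the cluster in which every cell is assigned to S or G2M. With the cell cycle genes left out of the set C7 fell to rank 6 and C0 came first. This is what cell cycle genes in the cDC2a gene set would give, and they are a candidate explanation for the high score of C7.

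Batf3−/− C6 cells carry cDC1 and cDC2 transcripts. A mixture of cDC1 and cDC2 cells would give sums that oppose each other across cells. At 5000 UMIs the correlation of the cDC1 and cDC2 sums was −0.287, against −0.742 (range −0.779 to −0.696 over 1000 draws) in mixtures simulated from WT C6 and Batf3−/− C5 cells with the same cDC1 mean. The mean cDC2 sum was 6.29, against 16.1 in the mixtures. The mixture was drawn from assumed profiles, and WT C6 cells, which are not such a mixture, had a correlation of −0.419, so a value of this size also arises without mixing. A mixture would lower the cDC1 genes that C5 lacks by like amounts, but in C6 the log2 ratio was 0.03 for Cd24a and −3.12 for Xcr1. These values argue against a mixture of WT-like cDC1 and cDC2 cells as the whole of the pattern. Doublets, like a mixture, would hold the RNA of their parents in shares that add up to 100%. For 14 genes at least 5 times as high in WT C6 as in every WT Sirpa+ cluster, the level in Batf3−/− C6 was a median of 23.6% of that in WT C6. For 18 genes at least 5 times as high in every WT Sirpa+ cluster as in WT C6, it was a median of 35.3% of the lowest level among the Batf3−/− Sirpa+ clusters. Single genes ran from 0.144% (Gcsam) to 89.7% (Cst3) among the 14, and from 15.8% (Sirpa) to 116% (Ms4a4c) among the 18. The 14 include Jchain, with 2299 of its 2323 WT C6 UMIs in 1 cell. The medians add up to 58.8%, or 64.4% at the upper ends of the intervals. By these medians, doublets of WT-like cDC1 cells and cDC2 cells do not give the whole of the pattern. Whether part of the C6 cells are doublets, with changed cDC1-like cells among them, stays open. The caller marked 1.10% of Batf3−/− C6 cells (95% interval 0.476 to 2.16) and 7.65% of WT C6 cells, and the median doublet score of the former, 0.0766, was below the 0.0968 of Batf3−/− C0 cells. C6 had the most UMIs per cell of the Batf3−/− clusters, a median of 18019, but WT C6 cells had 19599. The calls depend on the expected rate, and whether the caller finds doublets of C5 and C6 cells was not tested. For that part, doublets and single cells that carry both sets cannot be told apart here. Free RNA was not tested for this pattern.

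Cd8a and Itgam were found together in 1.72% of Batf3−/− C3 cells at 5000 UMIs. If both transcripts fell in cells independently, the share would be 2.92%; the difference was −1.20 percentage points. At 2000 UMIs the share was 0.130% (95% interval 0.0157 to 0.468), with 0.717% from independent draws. At these depths the transcripts met less often than independent draws would give. Without thinning the share of 5.45% (4.37 to 6.70) covered the 6.05% from independent draws, and at 1000 UMIs 0.0649% (0.00164 to 0.361) covered 0.289%, so the difference is seen at part of the depths. No biological explanation was tested.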
